# Early Gene Expression Analysis in 9L Orthotopic Tumor-Bearing Rats Identifies Immune Modulation in Molecular Response to Synchrotron Microbeam Radiation Therapy

**DOI:** 10.1371/journal.pone.0081874

**Published:** 2013-12-31

**Authors:** Audrey Bouchet, Nathalie Sakakini, Michèle El Atifi, Céline Le Clec'h, Elke Brauer, Anaïck Moisan, Pierre Deman, Pascal Rihet, Géraldine Le Duc, Laurent Pelletier

## Abstract

Synchrotron Microbeam Radiation Therapy (MRT) relies on the spatial fractionation of the synchrotron photon beam into parallel micro-beams applying several hundred of grays in their paths. Several works have reported the therapeutic interest of the radiotherapy modality at preclinical level, but biological mechanisms responsible for the described efficacy are not fully understood to date. The aim of this study was to identify the early transcriptomic responses of normal brain and glioma tissue in rats after MRT irradiation (400Gy). The transcriptomic analysis of similarly irradiated normal brain and tumor tissues was performed 6 hours after irradiation of 9 L orthotopically tumor-bearing rats. Pangenomic analysis revealed 1012 overexpressed and 497 repressed genes in the irradiated contralateral normal tissue and 344 induced and 210 repressed genes in tumor tissue. These genes were grouped in a total of 135 canonical pathways. More than half were common to both tissues with a predominance for immunity or inflammation (64 and 67% of genes for normal and tumor tissues, respectively). Several pathways involving HMGB1, toll-like receptors, C-type lectins and CD36 may serve as a link between biochemical changes triggered by irradiation and inflammation and immunological challenge. Most immune cell populations were involved: macrophages, dendritic cells, natural killer, T and B lymphocytes. Among them, our results highlighted the involvement of Th17 cell population, recently described in tumor. The immune response was regulated by a large network of mediators comprising growth factors, cytokines, lymphokines. In conclusion, early response to MRT is mainly based on inflammation and immunity which appear therefore as major contributors to MRT efficacy.

## Introduction

Glioblastoma is the most aggressive form of brain tumor. Despite the improvements in therapy [1] the median survival of patients is around 12–15 months after diagnosis with a poor survival rate of 9.8% beyond 5 years.

Synchrotron microbeam radiation therapy (MRT), a new form of radiosurgery, has been applied to rodent brain tumors and composed a new hope of treatment [2], [3]. The use of highly intense synchrotron X-ray beams, with a high energy, high flux and a negligible divergence allows spatial fractionation of an incident beam into arrays of few tens microns wide parallel microbeams, delivering high radiation doses (hGy) in their paths and separated by few hundred microns wide [4].

MRT protocol performed on the brains of adult rats [5], suckling rats [6], ducks embryos [7] and piglets [8] highlighted a sparing effect on normal tissues and can reduce the growth or ablate EMT6 carcinoma [9], SCCVII carcinoma [10] and 9 L intracerebral glioma [6], [11]–[13].

It has been shown that the sparing effect is supported by the radioresistance of normal brain vessels to MRT for doses up to 1,000Gy [14], [15], while there is a denudation of the tumor endothelium and a decrease in tumor blood volume [16], [17]. Beyond the involvement of the vascular component, it has been suggested that other processes were also responsible for tumor control [17], [18] and remain to be described and understood. Besides, the effects of MRT have been studied at *in vivo*, histological or cellular levels, but few information deals with molecular mechanisms. Due to the unique irradiation geometry and the extraordinary dose delivered by MRT, it is not reasonable to extrapolate data and biological molecular events from conventional radiotherapy studies without prior studies.

Describing the early molecular events after MRT could complete the understanding of the normal and tumor tissue response to this particular irradiation. Microarray gene expression technology allows simultaneous analysis of the expression levels of thousands of genes [19]. It has been extensively used to describe the response of biological entity to treatment, to assess genes involved in resistance to therapy and to identify therapeutic targets [20].

The purpose of this work was to characterize the early transcriptomic responses of 9 L tumor and normal brain tissues (contralateral half hemisphere) after a lateral unidirectional MRT exposure (using 50 microns wide microbeams of 400Gy at the tumor location, separated by 200 microns center-to-center). We first illustrated the effectiveness of this single irradiation on the survival of animals. Then, we used oligonucleotide microarray containing 31,100 probe sets (28,000 genes) to acquire the transcriptomic response of both 9 L glioma and contralateral hemisphere 6 h after irradiation. Ingenuity Pathway Analysis software allowed to underline biological functions and canonical pathways involved in MRT response.

## Materials and Methods

### Ethics, animal care and study design

All procedures related to animal care conformed to the Guidelines of the French Government under licenses 380325 and B3818510002 and were approved by the ESRF internal ethics committee named “Internal Evaluation Committee for Animal Welfare and Rights” (IECAWR). The committee specifically approved this study.

All animals were Fischer male rats (Charles River, France) of 8 week-old at arrival. The 9 L cells were implanted one week after the rat arrival (D0), and rats were allocated in two equilibrated groups according tumor size measured using MRI 9 days after implantation (D9). Rats were irradiated 10 days after implantation (D10). The control animals (i.e. non-irradiated) were implanted in common for two experiments including this one, in order to reduce the number of animals.

First, two groups of rats were MRT-treated (n = 20) or not (n = 9) and their survival was measured. Rats were observed and weighted twice a week. They were humanely euthanized (intra-cardiac injection of pentobarbital after isoflurane inhalation) when previously defined clinical criteria were met (prostration, akinesy, epistaxis, rotational motion, 25% body weight loss). In the second part of the study aimed to define the molecular response to MRT, two independent but similar experiments were performed: rats were MRT-treated (n = 5 and n = 5) or not (n = 4 and n = 5) and euthanized after 6 h for brain excision.

Rats were anesthetized with a shot of isoflurane 5% in air prior to an intraperitoneal injection of xylazine/ketamine 64.5/5.4 mg.kg^−1^ for the implantation procedure (and local anesthesia was performed by administration of lidocaine at the top of the scalp) while they were maintained only under isoflurane 2.5% for MRI examination and MRT irradiation. Ocry-gel (Carbopol) was applied to avoid eye deshydration during any anesthesia.

### Tumor implantation

The 9 L cells [20] were grown with complete medium (DMEM/Fetal bovin serum 10%/Penicillin and Streptavidin 1%) at 37°C in a humidified 5% CO2 incubator. As previously described [21], anesthetized Fischer rats were placed on a stereotactic head holder. Then 10^4^ 9 L cells in 1 µL DMEM were injected using a Hamilton syringe into the right caudate nucleus (9 mm anterior to the ear-bars i.e. at *bregma* site, 3.5 mm lateral to the midline, 5.5 mm depth from the skull).

### Tumor MRI examination and rat randomization

Nine days after 9 L implantation, all rats underwent anatomical MRI examination in order to sort them two groups with similar mean tumor size. MRI was performed at 4.7 Tesla or 7 Tesla (Avance III console; Bruker) of the Grenoble IRMaGe MRI facility, using a horizontal magnet and a volume/surface cross coil configuration applying a T_2_ weighted Turbo RARE SE sequence (TE = 33 ms, TR = 4000 ms, field of view = 3×3 cm, matrix: 256×256, slice thickness = 1 mm). The height and width of tumors were measured on the image where the signal modification due to edema and tumor had the largest section. The 3^rd^ direction was estimated by counting the slices displaying the tumor.

### MRT irradiation

Irradiations were performed at the ID17 Biomedical Beamline of the European Synchrotron Radiation Facility (ESRF, France) using X-rays emitted tangentially from electron bunches circulating in a storage ring. The wiggler produces a wide spectrum of photons which extends, after filtration, from 50 over 350 keV (median energy: 90 keV) [22]. The mean dose rate was then ∼62Gy.mA^−1^.s^−1^ allowing very fast irradiation. The quasi-laminar beam was micro-fractionated into an array of 41 rectangular and quasi-parallel 50 microns width microbeams, separated by 200 microns center to center each. This was performed by using the ESRF Multislit Collimator positioned 33 m from the photon source and 80 cm upstream from the rat holder [23]. Ten days after tumor inoculation, the animals were positioned prone on a Kappa-type goniometer (Huber, Germany) in front of the x-rays source, on a home-made plexiglas frame and the alignment into the beam was performed using live cameras. The contention of the rats was performed by a teeth bar while the animals were under anesthesia. They were placed perpendicularly to the beam and received a lateral irradiation, from their anatomical right to left side. The beam was shaped into a field of irradiation of 8 mm horizontal and the animals were scanned vertically over 10 mm through the beam after opening of the shutter. Although the total procedure lasted about 2 min for each rat, the irradiation time is around to 2 s. Animal immobility during exposure was checked on three control video screens located in the control hutch.

### Dosimetry and ballistic of irradiation

The microbeam dose at the tumor (*i.e.* 7 mm of depth from lateral side) was 400Gy, the valley dose was 18±0.6Gy as computed by Monte Carlo simulations [24]. The spatial configuration of irradiation was checked by radiochromic films (Gafchromic, HD-810) exposed in front of rats. The conservation of spatial configuration in tumor depth was checked by pH2AX staining (double strand break indirect staining) on tissue sections 6 h after irradiation.

### Survival curves

Kaplan Meier survival data of 9 untreated rats and 20 treated rats was plotted versus time after tumor implantation. Median Survival Time (MST) and statistical analysis (log rank test) were performed using GraphPad Software, USA.

### Brain excision

Untreated and MRT-treated rats (respectively n = 10 and n = 9) were sacrificed 6 h after irradiation, and the brain of each animal was immediately frozen in liquid isopentane at −50°C and stored at −80°C.

### Total RNA extraction and quality control

For each brain, 25 coronal sections slices of 60 µm thick were cut at −20°C on a cryostat (Microm HM80, France). The tumors and the contralateral tissues were isolated using a micropunch and kept in lysis RNAse free buffer from the MirVana isolation kit™ (Ambion, Applied Biosystems, Foster City, CA).

Total RNA of each tissue was extracted with the previous kit according to specifications. RNA integrity and concentration were checked by Agilent NanoRNA Chip (Bio-Analyser, Agilent Technologies, Palo Alto, CA, USA). A minimum RNA Integrity Number of 7.6 was required for all samples.

### RNA microarray

Microarray analysis were performed on total RNA of brain of untreated (n = 5) and MRT-treated groups (n = 6) from two experimental sessions (Figure 1). For each sample, 200 ng of total RNA was amplified with the GeneChip 3′IVT Express Kit (Affymetrix, Santa Clara, CA) and hybridized on GeneChip® Rat Genome 230 2.0 Array according to Affymetrix specifications. Briefly, mRNAs were reverse transcribed to double stranded cDNA, amplified, fragmented and biotin-labelled. End-label cDNA were hybridized to microarray chip for 16 h at 45°C and 60rpm. After washing and staining in Affymetrix GeneChip® Fluidics Station 450, microarrays were scanned using Affymetrix GeneChip® Scanner 3000. Light emission at 570 nm is proportional to each oligonucleotide amount on the GeneChip® array.

**Figure 1:**
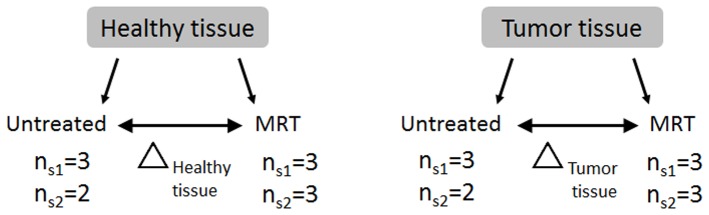
Experimental scheme. Contralateral normal and tumor tissue samples were irradiated (MRT) or not (untreated) in 2 experimental sessions (S_1_ and S_2_). The transcriptomic data were compared in order to determine contralateral normal and tumor tissue responses to MRT (Δ _normal tissue_ or Δ _tumor tissue_).

### Gene expression normalization

Background adjustment and normalization of all raw probe intensity were performed using the Robust Multi-array Average (RMA) algorithm [25] implemented in Affymetrix Expression Console. The expression values were reported in arbitrary units. Moreover, the MicroArray Suite 5 (MAS5) algorithm [26] was used on raw data to identify probe sets which were out of the limit of detection for the system and to flag the transcript as Present (P) or Absent (A). P- and A-flagged information was used to filter data in order to remove false positive after statistical analysis.

### Statistical analysis of microarray data

Statistical analysis was performed using the TIGR MultiExperiment Viewer version 4.5.1 software (TMeV, http://www.tm4.org/mev/). Significant differentially expressed genes between the two tumor groups and between the two contralateral tissue groups (MRT treated or not) obtained 6 h after irradiation were assessed using an unpaired Significance Analysis of Microarrays (SAM) [27]. A False-Discovery Rate (FDR) lower than 5% was fixed to generate significant genes list. Hierarchical clustering was directly generated thanks to TMeV from this list. For all other analyses, probes were only considered when at least n-1 values were P-flagged (MAS5) in any of both compared groups.

### Functional analysis

The molecular & cellular functions and canonical pathways associated with differentially expressed genes identified by SAM test (FDR 5%) and P/A flag filtered were identified thanks to Ingenuity Pathways Analysis (IPA) software (Ingenuity® Systems, www.ingenuity.com). The data set was restricted to mammal species.

Molecules from the data set were associated with the most relevant “molecular & cellular functions” and “canonical pathways” in the Ingenuity Knowledge Base. The significance of the association between the data set and the bio-function or the canonical pathways was measured in 2 ways: 1) a ratio between the number of molecules for a given function or pathway issued from the data set and the total number of molecules for the same function or pathway is displayed. 2) Right-tailed Fisher's exact test was used to calculate a p-value determining the probability that each function or pathway assigned to that data set was due to the chance alone. For canonical pathways, a false discovery rate of 1% was further applied to correct for multiple testing [28], [29].

### RT-qPCR transcriptional validation for genes regulated 6 h after MRT

Some selected significantly up- and down-regulated genes were validated using reverse transcription and quantitative polymerase chain reaction (RT-qPCR) on untreated and MRT-treated tumor samples (7<n<10, depending on sample availability).

Two micrograms of total RNA were transcribed into cDNA using Promega Reverse Transcription reagents with random dN6 primers. Specific gene primers (Table 1) were designed using software (https://www.roche-applied-science.com/sis/rtpcr/upl/ezhome.html). Real-time PCR were performed according to the SYBR Green method on an Mx3000™ apparatus (Stratagene, La Jolla, CA) using Quantitect SYB® reagents (Qiagen, France). 

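Atp5b (1370275_at), which encodes the beta subunit of mitochondrial ATP synthase, had an array signal of 18800 ± 1350 (SD, n = 22) over all tumor and contralateral arrays, a coefficient of variation of 7.2%. Arpc1a (1398779_at), a subunit of the Arp2/3 complex that nucleates actin filaments, had a signal of 5381 ± 450 (SD, n = 22), a coefficient of variation of 8.4%. Within tumor arrays the coefficients were 7.2% for Atp5b and 7.9% for Arpc1a, and within contralateral arrays 6.9% and 8.5%. Of the 15521 probesets brighter than the median probeset, 56 (0.36%) varied less than Atp5b and 135 (0.87%) less than Arpc1a. After MRT the log2 fold change of Atp5b was 0.05 ± 0.08 (SE) in contralateral brain and 0.04 ± 0.08 in tumor, and that of Arpc1a 0.10 ± 0.09 and −0.02 ± 0.09. None of the 4 passed limma (adjusted p = 0.93, 0.98, 0.79 and 0.99, n = 5 untreated and 6 MRT rats). Of the reference genes Actb, Hprt1, Ppia and Tbp 0 passed limma in either tissue.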

Data were normalized using two housekeeping genes, Atp5b and Arpc1a, selected according to Affymetrix data because of both their suitable range of quantification and very low variation in expression levels across all samples (8% and 7%, respectively). Thermal-cycling parameters were as follows: denaturation at 95°C for 10 min, cycling regime of 40 cycles at 95°C for 15 s, 56°C for 30 s, and 72°C for 30 s.

**Table 1:** Validation gene set.

Symbol	Gene Name	Forward (5′-3′)	Reverse Primer (5′-3′)
**Arpc1a**	actin related protein 2/3 complex, subunit 1A	gtttgctgtggggagtgg	ggatcggcttcttaatgtgc
**Atp5b**	ATP synthase, H+ transporting, mitochondrial F1 complex, beta polypeptide	gggtacaatgcagga	tcagctggcacatag
**Fam64a**	family with sequence similarity 64, member A	gaagctgtctcaaaagctgga	aagggagacggtcatgtcac
**Inhbe**	inhibin beta E	caggcagcactgaccaga	gcggtaggttgaagtggatt
**Mars**	mehionine-tRNA synthetase	atacgttcggtcgcacaac	gcaacctctggaagatgtcc
**Traf4af1**	TRAF4 associated factor 1	cggaggaacatcagaagcag	gctcgtttttatccttcagatcc
**Pttg1**	pituitary tumor-transforming 1	ttcttccccttcgatcctct	aggggagaagtgagatctggt
**Trib3**	tribbles homolog 3b	tcaagttgcgtcgatttgtc	ccagtcatcacacaggcatc

List of the genes with significant up- or down-regulation which were selected for microarray data validation using RT-qPCR. Primer sequences for quantitative RT-qPCR are indicated in the two right-hand columns.

## Results

### Survival

In order to obtain similar irradiation in tumor and normal contralateral brain tissue, we have adapted a configuration of MRT previously reported to have a high interest for 9 L brain tumors therapy [17]. As shown in figure 2, this unilateral MRT irradiation significantly increased the Mean Survival Time (MST) of treated animals compared with the untreated group (33 versus 19 days respectively, p<0.0001).

**Figure 2:**
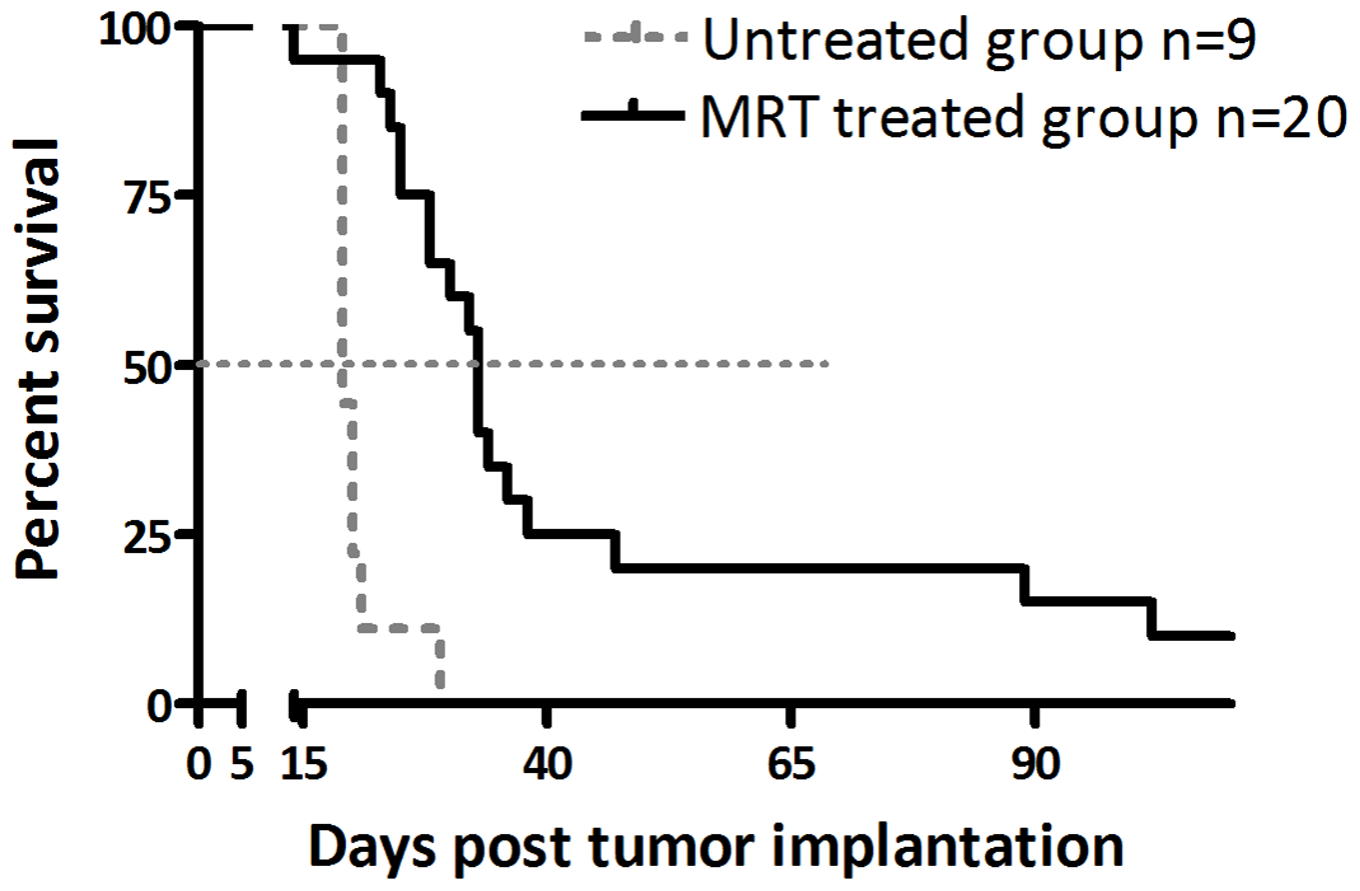
Kaplan-Meier representation of tumor-bearing rat survival. Intracerebral 9-irradiated (solid black line) or not (dashed grey line). MRT significantly increased the Median Survival Time of animals compared with untreated rats (33 days *versus* 19 days, log rank test: p<0.0001).

### Identification of early gene response in 9 L tumor and contralateral brain tissue

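Gdf15, a stress-induced cytokine of the TGF-beta family, rose 6 h after MRT in tumor, from 6.15 ± 0.40 to 8.81 ± 0.65 (log2 fold change 2.66 ± 0.30, adjusted p = 0.0014). In contralateral brain Gdf15 rose from 6.08 ± 0.18 to 7.44 ± 0.59 (log2 fold change 1.36 ± 0.24, adjusted p = 0.004). Lists of genes with a shared function or cell type moved in both tissues. The 48 lists were fixed before the data were examined but with the paper's tables of called genes read, and 4 of them hold genes the paper names. Of the 48, 38 passed the set test (camera) in contralateral brain and 28 in tumor, or 26 and 15 with an estimated correlation between genes. Leaving out 1 rat gave 36 (without MRT rat 8) to 39 lists in contralateral brain and 23 (without untreated rat 4) to 32 in tumor. Each tissue was read on 11 arrays, 1 per rat, from 5 untreated and 6 MRT rats, as signals for 31042 probesets. Levels are given on the log2 scale with the SD between rats, and each log2 fold change is the MRT mean minus the untreated mean ± its standard error from limma. P values are adjusted over all probesets of the tissue, and a probeset rose or fell where the adjusted p was under 0.05. Where a group mean lies below a signal of 58 (5.86 on the log2 scale), the size of a change rests on low signals.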

Six hours after irradiation, we observed (i) a modification of transcriptomic profiles in both tissues and (ii) a difference in responses of tumor and contralateral tissues (Figure 3a and b). Indeed, 1,509 genes (1,012 were induced and 497 were inhibited) and 554 genes (344 were induced and 210 were inhibited) significantly responded to MRT in tumor and contralateral tissues, respectively (Figure 3c and Table S1). 

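Ccl2 (1367973_at), the chemokine that recruits monocytes, rose in contralateral brain from 5.33 ± 0.23 (SD, n = 5) to 12.87 ± 0.24 (SD, n = 6), a log2 fold change of 7.54 ± 0.13 (adjusted p = 1.8e-12). Cxcl10 (1387969_at), an interferon-induced chemokine that attracts T cells, rose from 5.48 ± 0.36 to 11.79 ± 0.22 (log2 fold change 6.31 ± 0.16, adjusted p = 6.5e-11). Sele (1388018_at), the E-selectin with which endothelial cells catch leukocytes, rose from 4.13 ± 0.30 to 9.27 ± 0.53 (log2 fold change 5.14 ± 0.23, adjusted p = 2.2e-08). The untreated mean signals of these 3 lay below 58 there, and the size of each rise rests on low signals. Slco1a4 (1387094_at), an organic anion transporter of brain capillaries, fell from 8.85 ± 0.24 to 5.99 ± 0.70 (log2 fold change −2.86 ± 0.28, adjusted p = 3.3e-05); MRT rat 7 lay above the other 5 MRT brains. P2ry12 (1368728_at), the ADP receptor of resting microglia, fell from 8.41 ± 0.25 to 6.00 ± 0.45 (log2 fold change −2.41 ± 0.20, adjusted p = 6.6e-06). In tumor Ccl2 rose from 9.97 ± 0.84 to 13.09 ± 0.31 (log2 fold change 3.12 ± 0.33, adjusted p = 0.001) and Sele from 4.68 ± 0.26 to 7.47 ± 0.84 (log2 fold change 2.79 ± 0.35, adjusted p = 0.0028). The Sele call was lost where signals below 58 were set to 58 (adjusted p = 0.13). Tumor P2ry12 and Slco1a4 fell as well, at −2.11 ± 0.34 (adjusted p = 0.013) and, on the brighter Slco1a4 probeset, −1.76 ± 0.24 (adjusted p = 0.0043). Among 31042 probesets 1272 passed limma at an FDR of 5% in contralateral brain, 888 higher (median log2 fold change 0.88) and 384 lower (median −0.60). Tumor had 285, with 184 higher (median 1.08) and 101 lower (median −0.97). They stand for 842 gene symbols in contralateral brain and 190 in tumor, and 386 rose and 61 fell by more than 2-fold in contralateral brain against 98 and 49 in tumor. The counts moved with single rats, from 989 without untreated rat 2 to 1986 without MRT rat 7 in contralateral brain and from 134 to 479 without the same rats in tumor.

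**Figure D1:**
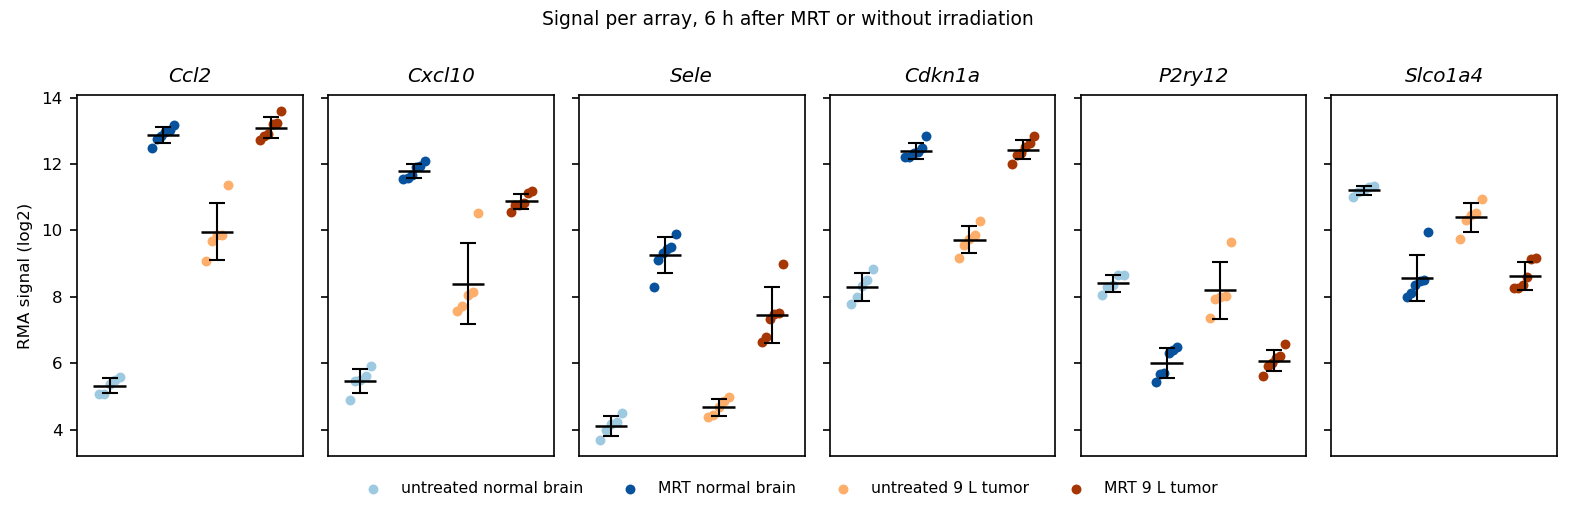
Ccl2, Cxcl10, Sele, Cdkn1a, P2ry12 and Slco1a4 in untreated and MRT contralateral brain and tumor. Log2 RMA signal, 1 point per array, bars at the mean ± SD, n = 5 untreated and 6 MRT rats per tissue.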

Figures 3a and 3b show the clustering analysis based on the selected genes in contralateral and tumor tissues respectively. Among them, 319 were common to both tissues as represented on Venn diagram (227 were induced and 92 were inhibited).

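Il1b, which encodes the inflammatory cytokine interleukin-1 beta, separated untreated from MRT contralateral brain with no overlap, going from 6.22 ± 0.17 (SD, n = 5) to 10.74 ± 0.12 (SD, n = 6), a log2 fold change of 4.52 ± 0.10 (adjusted p = 9.6e-12). Lcn2, the iron-binding protein lipocalin-2, did the same in tumor, going from 5.28 ± 0.13 (SD, n = 5) to 6.76 ± 0.22 (SD, n = 6), a log2 fold change of 1.48 ± 0.11 (adjusted p = 9.1e-05). Clustering the arrays of a tissue on its probesets past limma put 0 of 11 arrays with the other treatment in either tissue, which the selection of those probesets by treatment already favors. On all 31042 probesets 1 contralateral array (MRT rat 7) and 4 tumor arrays grouped with the other treatment, and the first principal component held 36.2% and 37.5% of the variance. The 2 main branches of the tumor tree followed the 2 groups of rats into which the labelling spike-in controls split the contralateral arrays, with 1 array out of place.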

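Icam1, the adhesion molecule that binds leukocyte integrins, rose in both tissues, by 3.94 ± 0.20 (adjusted p = 7.3e-08) in contralateral brain and 2.03 ± 0.23 (adjusted p = 0.0014) in tumor (log2 fold change ± SE, n = 5 untreated and 6 MRT rats). Errfi1, a feedback inhibitor of the EGF receptor, rose by 0.66 ± 0.12 (adjusted p = 0.0038) and 1.08 ± 0.15 (adjusted p = 0.0049). Blnk, an adaptor of B cell receptor signaling also expressed in microglia, fell in both, at −1.05 ± 0.14 (adjusted p = 0.0004) and −0.95 ± 0.10 (adjusted p = 0.001). Such shared calls numbered 205 probesets, 149 higher and 56 lower in both tissues, where independent lists of these sizes would share 5.26 and 1.25. They made up 81% of the probesets that rose in tumor and 55.4% of those that fell there, and 0 probesets moved in opposite directions. Leaving out 1 rat gave 99 (without untreated rat 2) to 318 (without MRT rat 7) shared probesets.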

**Figure 3:**
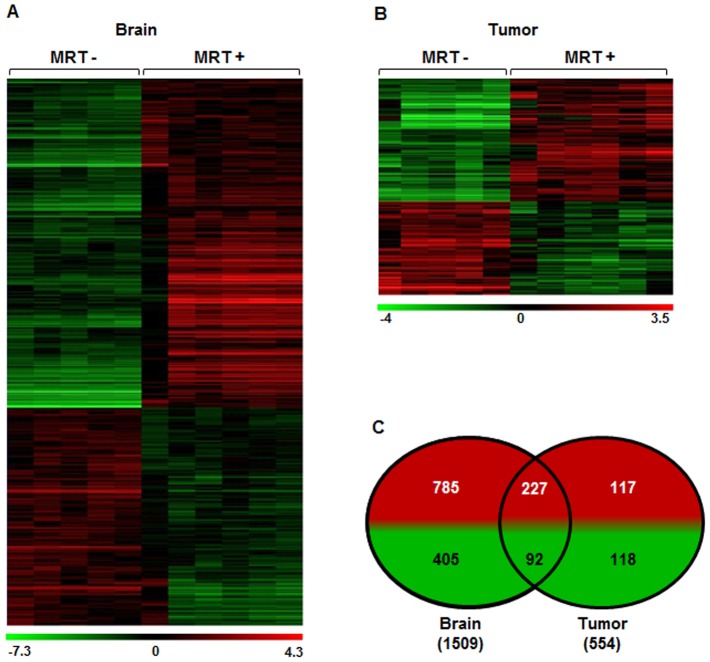
Influence of MRT on gene expression in tumor and contralateral brain tissues. a, b- Heat map showing either significant decrease or increase in mRNA expression after MRT in tumor and normal brain tissues. Colors indicate expression levels above (red) or below (green) the median value for each gene. Vertical columns indicate individual arrays and horizontal rows indicate genes. c- Venn diagrams showing the numbers of significantly increased (red) or decreased (green) genes after MRT in both tissues.

### Validation of gene expression modulation by RT-qPCR

We validated the variation of gene expression by quantitative RT-PCR on 6 representative genes with significant expression modulation in tumor. RT-qPCR analysis was performed on tissues that had been already analyzed on microarray and extended on supplementary tumors (in all n≥7). 

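Inhbe (1369238_at), the inhibin beta E subunit and a target of the ATF4 stress response, rose in tumor from 8.53 ± 0.68 (SD, n = 5) to 10.15 ± 0.35 (SD, n = 6), a log2 fold change of 1.62 ± 0.29 (adjusted p = 0.021). Leaving out 1 rat gave adjusted p = 0.013 without untreated rat 5 to 0.077 without untreated rat 4, lost for 5 of 11 rats and with low signals set to 58 (adjusted p = 0.065). Trib3, a pseudokinase of the same stress response, rose on all 3 of its probesets, by 2.10 ± 0.21 (adjusted p = 0.00082), 1.64 ± 0.18 (adjusted p = 0.0013) and 2.10 ± 0.24 (adjusted p = 0.0016). Fam64a (1376831_at), a mitotic regulator of the metaphase to anaphase step, fell from 10.68 ± 0.80 to 8.67 ± 0.70 (log2 fold change −2.01 ± 0.40, adjusted p = 0.041), with adjusted p = 0.0074 without untreated rat 5 to 0.13 without untreated rat 2, lost for 9 of 11 rats and with low signals set to 58 (adjusted p = 0.11). Traf4af1 (1390137_at), also named Skap and part of the spindle and kinetochore machinery, fell from 9.93 ± 0.63 to 8.21 ± 0.58 (log2 fold change −1.72 ± 0.33, adjusted p = 0.031), with adjusted p = 0.0055 without untreated rat 5 to 0.11 without untreated rat 2, lost for 8 of 11 rats and with low signals set to 58 (adjusted p = 0.089). Its other probeset read −1.68 ± 0.43 (adjusted p = 0.13). Pttg1, the securin that holds sister chromatids together, had a log2 fold change of −1.34 ± 0.36 (adjusted p = 0.16). The brighter and dimmer probesets of Mars, the methionyl-tRNA synthetase, read 0.67 ± 0.21 (adjusted p = 0.28) and 1.11 ± 0.57 (adjusted p = 0.68). Taken 1 gene at a time, exact permutation tests over all splits of the 11 tumors into 5 and 6 gave p = 0.0022 for Inhbe, each Trib3 probeset and 1390137_at, 0.0065 for Fam64a, 0.011 for Pttg1, and 0.026 and 0.11 for Mars. The 6 genes were picked from these same arrays and are not independent evidence: 4 passed the array test in tumor (2 higher, 2 lower), and all 6 (3 and 3) did when adjusted over the list alone. None passed limma in contralateral brain, where 1 of the 6 had an unadjusted p under 0.05 and SAM called 0: Trib3 read 0.42 ± 0.15 (adjusted p = 0.19), Fam64a −0.08 ± 0.10 and Inhbe −0.02 ± 0.10.

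**Figure D2:**
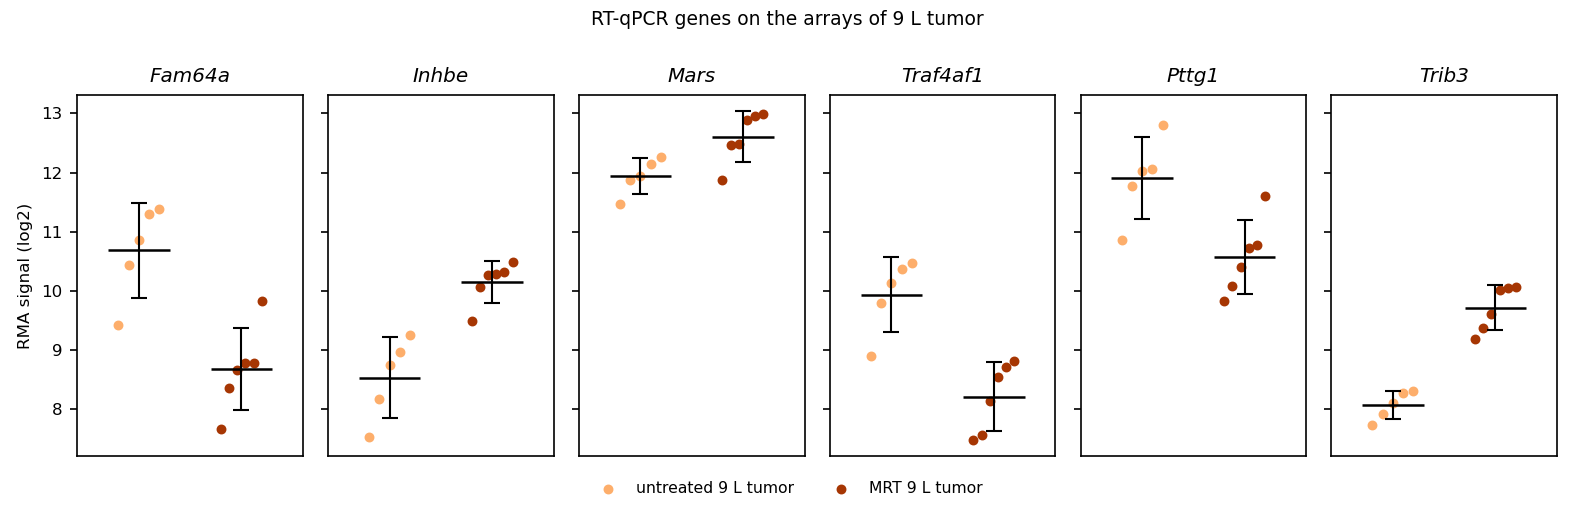
Array signal of Fam64a, Inhbe, Mars, Traf4af1, Pttg1 and Trib3 in untreated and MRT tumors, 1 probeset per gene, the brightest over all 22 arrays. Log2 RMA signal, 1 point per array, bars at the mean ± SD, n = 5 and 6 rats.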

The RT-qPCR results confirmed that expression of all selected genes was significantly different between treated and untreated tumors (p<0.05, permutation t-test) and were therefore consistent with those obtained by microarrays (Figure 4).

**Figure 4:**
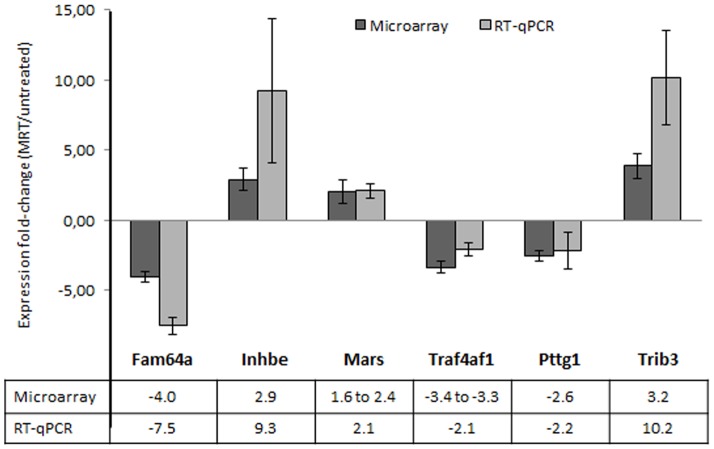
Validation of microarray analysis by quantitative RT-PCR on tumor tissue samples. Data were first normalized to the expression of Arpc1 and Atp5b housekeeping genes. The fold changes (±SEM) in each gene expression was calculated using the mean expression in treated (n = 6 for microarray and n = 8 to 9 for RT-qPCR) versus untreated (n = 5 for microarray and n = 7 to 10 for RT-qPCR) tumors 6 h after MRT. Fold changes are indicated below the histograms (several fold changes were available for microarray because of the presence of several probesets). All tested genes presented a significant difference between treated and untreated tissues (p<0.05; permutation t-test).

### Identification of biological functions modulated in 9 L tumor and contralateral brain tissues 6 hours after MRT

Genes identified by SAM analysis with a 5% FDR were classified into different bio-function categories based on IPA database (Figure 5). The response to MRT irradiation involved 22 and 18 molecular and cellular functions in tumor and normal brain tissues, respectively. All functions found in contralateral tissue were also represented in tumor tissue. Some bio-function categories such as cell death, growth, proliferation, cell cycle, cellular function and maintenance can contribute to cell response to radiation-induced damages. 

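Fos, an immediate-early transcription factor of the AP-1 complex, rose in contralateral brain from 9.72 ± 0.77 (SD, n = 5) to 11.82 ± 0.28 (SD, n = 6), a log2 fold change of 2.11 ± 0.29 (adjusted p = 0.00054). Tumor Fos rose by 1.28 ± 0.20 (adjusted p = 0.011). Maff, a small Maf protein that pairs with Nrf2, rose in contralateral brain by 4.19 ± 0.19 (adjusted p = 2.4e-08) and in tumor by 1.48 ± 0.21 (adjusted p = 0.0056). Casp4, an inflammatory caspase, and Tnfrsf1a, the main TNF receptor, rose in contralateral brain by 2.28 ± 0.25 (adjusted p = 7e-05) and 1.80 ± 0.15 (adjusted p = 9.1e-06). Bbc3, the p53-induced killer PUMA, rose in tumor by 0.82 ± 0.11 (adjusted p = 0.0054). Of 29 measured apoptosis genes 16 rose in contralateral brain and 3 in tumor (19 and 4 adjusted over the list alone), with median log2 fold changes of 0.73 and 0.42 (camera adjusted p = 1.7e-16 and 1.2e-09, or 0.0051 and 0.038 with an estimated correlation). The 15 immediate-early genes had 4 higher in contralateral brain, among them Ier2 at 1.45 ± 0.17, and 2 in tumor (7 and 8 adjusted over the list alone, medians 0.39 and 0.60, camera adjusted p = 6.7e-08 and 5.7e-08). Oxidative stress genes, 13 in number, had 7 higher in contralateral brain, with Hmox1, the heme oxygenase, at 1.92 ± 0.17, and 3 in tumor, with Osgin1 at 1.01 ± 0.15 (10 and 4 higher adjusted over the list alone, camera adjusted p = 6.4e-10 and 8.5e-06). Heat shock genes rose in contralateral brain, 3 of 12 (5 adjusted over the list alone, camera adjusted p = 3.1e-05), with the small chaperone Hspb1 at 1.98 ± 0.20 (adjusted p = 4e-05) and the co-chaperone Bag3 at 1.81 ± 0.14 (adjusted p = 4.7e-06). In tumor 0 of the 12 passed limma or SAM, and 2 had an unadjusted p under 0.05. DNA replication genes had 2 of 23 lower in contralateral brain, 1 of them the polymerase subunit Pola1 at −0.56 ± 0.13 (adjusted p = 0.021), with adjusted p = 0.0046 without MRT rat 6 to 0.068 without untreated rat 5, lost for 6 of 11 rats and with all 4 groups in 1 fit (adjusted p = 0.46). The set test there gave adjusted p = 0.036 (median −0.13, 2 lower adjusted over the list alone), or adjusted p = 0.16 with an estimated correlation; leaving out 1 rat gave adjusted p = 0.023 without MRT rat 6 to 0.063 without MRT rat 8, lost for 3 of 11 rats and under 3 other alternatives. In tumor 0 of the 23 passed limma, SAM or an unadjusted p under 0.05, and the median was 0.00. ER chaperone genes passed no test as a set (camera adjusted p = 0.26 and 0.13), with Hspa5, the chaperone BiP, at 0.32 ± 0.11 (adjusted p = 0.17) in contralateral brain. In either tissue 0 of 16 passed limma or SAM, with 3 and 2 at an unadjusted p under 0.05.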

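Cxcl11 (1379365_at), a chemokine that attracts activated T cells, rose in contralateral brain from 5.68 ± 0.30 (SD, n = 5) to 11.73 ± 0.48 (SD, n = 6), a log2 fold change of 6.06 ± 0.22 (adjusted p = 2.4e-09). Ccl7, a monocyte chemokine, rose there by 4.69 ± 0.22 (adjusted p = 2.8e-08). In tumor Ccl7 rose from 8.17 ± 0.67 to 11.34 ± 0.66 (log2 fold change 3.16 ± 0.36, adjusted p = 0.0013). Ccl3 (1369815_at), also called MIP-1 alpha, rose by 2.87 ± 0.51 (adjusted p = 0.022), with adjusted p = 0.00099 without untreated rat 5 to 0.082 without untreated rat 2, lost for 6 of 11 rats and with low signals set to 58 (adjusted p = 0.071). Tumor Cxcl11 rose by 2.78 ± 0.54 (adjusted p = 0.037), with adjusted p = 3.9e-05 without untreated rat 5 to 0.13 without untreated rat 2, lost for 9 of 11 rats and with low signals set to 58 (adjusted p = 0.1). Untreated rat 5 lay above the other 4 untreated tumors for Ccl3 and Cxcl11. Of 31 measured chemokine genes 17 rose in contralateral brain and 10 in tumor (19 and 17 higher and 1 lower in each adjusted over the list alone, medians 1.52 and 0.90, camera adjusted p = 4e-24 and 3.2e-13, or 0.00096 and 0.049 with an estimated correlation). Leukocyte adhesion genes had 9 of 13 higher in contralateral brain, among them Spn, leukocyte sialophorin, at 1.5 ± 0.28 (adjusted p = 0.0062) and Vcam1 at 1.14 ± 0.09 (adjusted p = 6.6e-06). Tumor had 2 of them higher (11 and 5 adjusted over the list alone, camera adjusted p = 2.4e-12 and 3.7e-05). Genes of antigen presentation by MHC class I rose in contralateral brain, 9 of 14 (12 adjusted over the list alone, median 0.78, camera adjusted p = 3.1e-18). The immunoproteasome subunit Psmb9 rose by 2.65 ± 0.23 (adjusted p = 1.2e-05) and the peptide transporters Tap1 and Tap2 by 2.37 ± 0.25 and 1.51 ± 0.16. In tumor 1 of them, Tap1, rose, at 0.83 ± 0.12, adjusted p = 0.0053 (2 adjusted over the list alone, median 0.04). As a set they gave adjusted p = 0.033, or adjusted p = 0.53 with an estimated correlation, and leaving out 1 rat gave adjusted p = 0.0018 without MRT rat 9 to 0.24 without untreated rat 4, lost for 6 of 11 rats and under 3 other alternatives. MHC class II genes rose in contralateral brain, 6 of 8 (6 higher and 1 lower adjusted over the list alone, median 1.77, camera adjusted p = 2.8e-07). RT1-Da, an MHC class II alpha chain, rose by 2.19 ± 0.34 (adjusted p = 0.0017) and the invariant chain Cd74 by 2.07 ± 0.21 (adjusted p = 4.2e-05). Tumor had 0 of the 8 past limma, SAM or an unadjusted p under 0.05, and RT1-Db1, a beta chain, read −0.37 ± 0.27 (adjusted p = 0.86). In untreated tumor class I and class II genes already stood above untreated contralateral brain, by medians of 1.82 and 3.79 on the log2 scale. A small change in tumor cannot tell a weak response from a high starting level.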

Inflammation and immunity reaction appeared as a common point of cellular movement, antigen presentation and cell-to-cell signaling/interaction categories. 

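Cebpb, a transcription factor of the amino acid and inflammatory stress responses, rose in tumor from 10.42 ± 0.35 (SD, n = 5) to 11.77 ± 0.19 (SD, n = 6), a log2 fold change of 1.35 ± 0.16 (adjusted p = 0.0016). It rose in contralateral brain by 1.72 ± 0.19 (adjusted p = 7.5e-05). Atf3, a stress-induced repressor of the ATF4 program, rose in contralateral brain by 4.08 ± 0.21 (adjusted p = 8.1e-08) and read 1.76 ± 0.38 (adjusted p = 0.062) in tumor. Of 39 measured amino acid stress response genes, including the transporters and aminoacyl-tRNA synthetases that ATF4 turns on, 11 rose in tumor, or 26 adjusted over the list alone (median 0.52, camera adjusted p = 5.5e-29). In contralateral brain 6 rose (8 higher and 4 lower adjusted over the list alone, median 0.11), with a set test of adjusted p = 0.011, and adjusted p = 0.18 with an estimated correlation. Glycolysis genes gave no set call in either tissue (camera adjusted p = 0.098 and 0.86). Pfkfb3, which makes the activator of phosphofructokinase, rose in contralateral brain by 0.76 ± 0.17 (adjusted p = 0.02), with adjusted p = 0.015 without MRT rat 7 to 0.066 without untreated rat 4, lost for 2 of 11 rats and with low signals set to 58 (adjusted p = 0.41). In tumor it read 0.52 ± 0.17 (adjusted p = 0.32), and 0 of 15 genes passed limma or SAM and 1 had an unadjusted p under 0.05. Nucleotide synthesis genes had 1 of 19 past limma in contralateral brain (3 adjusted over the list alone, median 0.15). As a set they gave adjusted p = 0.029, or adjusted p = 0.10 with an estimated correlation, with adjusted p = 0.016 without MRT rat 7 to 0.062 without untreated rat 3, lost for 2 of 11 rats and under 2 other alternatives. Tumor had 0 past limma or SAM and 2 at an unadjusted p under 0.05, with the deoxycytidine kinase Dck at 0.68 ± 0.21 (adjusted p = 0.25). Fatty acid and propanoate metabolism genes fell as a set in both tissues (medians −0.13 and −0.33, camera adjusted p = 0.0016 and 1.2e-06), the call in contralateral brain giving adjusted p = 0.18 with an estimated correlation. Acss1, the mitochondrial acetyl-CoA synthetase, fell in contralateral brain, at −1.17 ± 0.18 (adjusted p = 0.0016), as did Cpt1a, which carries fatty acids into mitochondria, at −0.58 ± 0.11 (adjusted p = 0.0065). In tumor 0 of the 18 fell and 1 rose, or 10 lower and 1 higher adjusted over the list alone.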

Despite a lower number of genes per group, tumor response to MRT displayed four supplemental bio-functions compared to normal tissue: amino acid metabolism (p = 7.02e^−06^), carbohydrate metabolism (p = 2.44e^−05^), drug metabolism (p = 7.02e^−06^) and nucleic acid metabolism (p = 4.55e^−06^). These 4 bio-functions showed the lowest p-value obtained for MRT response in tumor (Figure 5).

**Figure 5:**
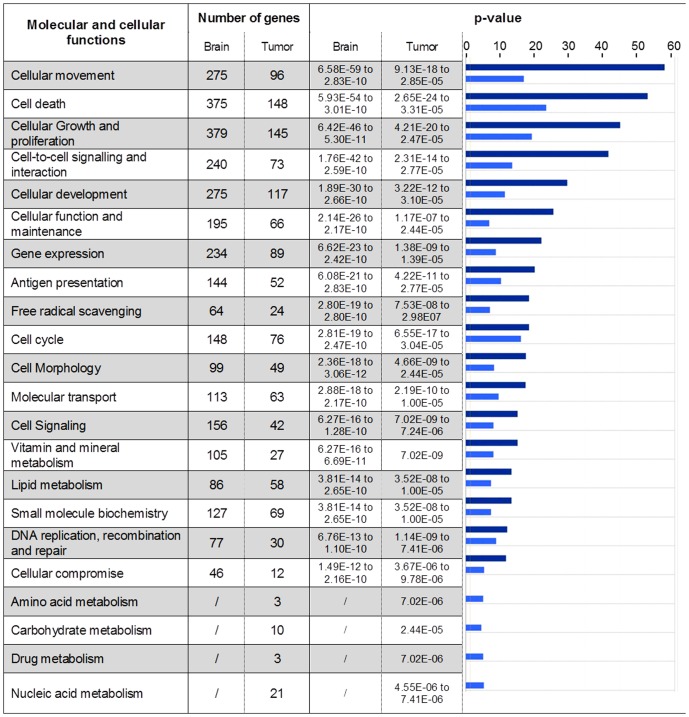
Molecular and cellular functions constituting the MRT response. Genes with a significantly modified expression in brain or tumor 6-values (−log(p-value)) are illustrated for each function. The p-values associated with brain (dark blue) and tumor (light blue) are represented using histogram in the right-hand column. The p-values were calculated using the right-tailed Fisher's exact test in IPA.

### Identification of pathways modulated in 9 L tumor and contralateral brain tissues 6 hours after MRT

Genes modulated 6 hours after MRT in tumor and contralateral tissues were grouped in canonical pathways (Table S2). Three statistical stringency levels were applied to data with 5, 1 and 0.1% of False Discovery Rate (FDR), corresponding to p-values lower to 1.62E-2, 2.57E-3 and 1.45E-4 respectively. The number of pathways ranged from 83 (FDR0.1%) to 165 (FDR5%) in contralateral brain, from 36 to 100 in tumor and from 86 to 170 when both tissues were considered together. Pathways were more numerous for brain than for tumor (>1.6), as already observed for modulated genes. For all FDRs, more than half of all pathways were found in both tissues (55.3% for FDR5%, 50.4% for FDR1% and 73.3% for FDR0.1%). 

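Zfp36, an mRNA-destabilizing feedback gene of inflammation, rose in contralateral brain by 3.00 ± 0.20 (adjusted p = 1.1e-06) and read 1.31 ± 0.34 (adjusted p = 0.14) in tumor (log2 fold change ± SE, n = 5 untreated and 6 MRT rats). Junb, an AP-1 subunit, rose in contralateral brain by 1.21 ± 0.14 (adjusted p = 0.00014) and read 1.23 ± 0.26 (adjusted p = 0.058) in tumor. Across all probesets the log2 fold changes of contralateral brain and tumor correlated at 0.617 (Pearson) and 0.474 (Spearman), and 64.4% had the same sign. Over the 1352 probesets past limma in either tissue, Ccl2, Icam1 and Gpr34 among them, the correlations were 0.795 and 0.772 and 90.8% had the same sign. Probesets that passed in contralateral brain alone (1067) had the same sign in tumor in 89.2% of cases, and those that passed in tumor alone (80) had it in contralateral brain in 87.5%. Tumor log2 fold changes followed those of contralateral brain with a slope of 0.50. Among the 16826 probesets passing a level filter in either tissue the correlations were 0.653 and 0.573, with 70.0% of the same sign. In regroupings of the rats that mixed treatments the same way in both tissues (100 splits), the highest Pearson correlation was 0.611 and the median 0.385, and by Spearman 5 splits were as high as the real one, up to 0.516. The split with the highest value of each kept 5 of the 6 MRT rats together and still held much of the treatment difference.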

So the response to MRT appeared to mainly involve similar mechanisms in normal brain and tumor. More, whatever the tissue or the FDR, pathways related to immunity or inflammation represented more than 55% of the total (from 55.8 for brain and tumor tissue with FDR5% to 74.4% for brain and tumor tissue with FDR0.1%). Thus the response to MRT was mainly based on these two processes. 

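Bcl3, a nuclear partner of NF-kB p50, rose in contralateral brain from 5.33 ± 0.25 (SD, n = 5) to 8.54 ± 0.25 (SD, n = 6), a log2 fold change of 3.21 ± 0.14 (adjusted p = 1.5e-08). Tumor Bcl3 rose from 7.00 ± 0.40 to 8.41 ± 0.39 (log2 fold change 1.41 ± 0.22, adjusted p = 0.011). Birc3, an NF-kB target that blocks caspases, rose by 2.99 ± 0.13 (adjusted p = 1.2e-08) and 1.68 ± 0.22 (adjusted p = 0.0041). Irf1, a transcription factor shared by NF-kB and interferon responses, rose in contralateral brain by 3.2 ± 0.19 (adjusted p = 3.7e-07). The NF-kB genes and targets were the list with the smallest set test p in contralateral brain: 21 of 24 rose there and 8 in tumor, or 23 and 20 adjusted over the list alone. Their median log2 fold changes were 1.26 and 0.82 (camera adjusted p = 3.6e-42 and 1.7e-28; with an estimated correlation 0.00017 and 0.0096). The paper counts the pathways related to immunity or inflammation, finds them to be the larger share in each tissue at each FDR, and concludes that the response was mainly based on these processes.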

The pathways related to immunological or inflammatory responses were enriched in the most stringent statistical conditions, illustrating that these pathways are among the most significant ones.

We focused analysis on pathways with FDR1%. Genes modulated by MRT were grouped on 128 pathways in normal brain, 73 in tumor and 67 were common to both tissues. Among them, 82 and 49 pathways were related to immunity or inflammation in normal brain and tumor respectively. Forty six immune-relative pathways were common to both tissues; however they could include different genes for tumor and contralateral tissues (Figure 5).

All domains of innate and adaptive immunity were found in common canonical functions: macrophages (“Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis”, “Production of Nitric Oxide and Reactive Oxygen Species in Macrophages”, “IL-12 Signaling and Production in Macrophages”), natural killer cells (NK, “Crosstalk between Dendritic Cells and Natural Killer Cells”), dendritic cells (“Dendritic Cell Maturation”, “Crosstalk between Dendritic Cells and Natural Killer Cells”), T lymphocytes (“Altered T Cell and B Cell Signaling in Rheumatoid Arthritis”, “iCOS-iCOSL Signaling in T Helper Cells”, “4-1BB Signaling in T Lymphocytes”) and B lymphocytes (“Altered T Cell and B Cell Signaling in Rheumatoid Arthritis” and “B Cell Receptor Signaling”, “PI3K Signaling in B Lymphocytes”, “B Cell Activating Factor Signaling”). 

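S100a9 (1387125_at), a subunit of the calprotectin complex of neutrophils, rose in contralateral brain from 6.08 ± 0.21 (SD, n = 5) to 10.34 ± 1.82 (SD, n = 6), a log2 fold change of 4.26 ± 0.69 (adjusted p = 0.0021). In tumor it rose from 6.82 ± 1.37 to 10.21 ± 0.64 (log2 fold change 3.39 ± 0.55, adjusted p = 0.014), with adjusted p = 0.0002 without untreated rat 5 to 0.054 without untreated rat 2, lost for 2 of 11 rats. Its partner S100a8 rose in contralateral brain by 3.22 ± 0.56 (adjusted p = 0.0037) and Fcnb, a ficolin of neutrophil granules, by 2.55 ± 0.50 (adjusted p = 0.0087). Of 12 measured neutrophil markers 8 rose in contralateral brain and 4 in tumor (11 and 9 adjusted over the list alone), with medians of 1.05 and 0.94 (camera adjusted p = 3.2e-12 and 5.7e-13, or 0.038 and 0.029 with an estimated correlation). B cell markers gave no set call (camera adjusted p = 0.50 and 0.29): of 8 measured, Blnk alone passed, lower in both tissues, and the medians were 0.01 and 0.01.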

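Il2rg, the common gamma chain of the receptors for interleukins 2, 4, 7, 9, 15 and 21, rose in contralateral brain from 6.01 ± 0.35 (SD, n = 5) to 8.39 ± 0.42 (SD, n = 6), a log2 fold change of 2.38 ± 0.20 (adjusted p = 9.1e-06). Il1r2, the decoy receptor for interleukin-1, rose there by 2.13 ± 0.34 (adjusted p = 0.002). Il4r, the interleukin-4 receptor alpha chain, rose in tumor from 7.54 ± 0.26 to 8.27 ± 0.16 (log2 fold change 0.73 ± 0.12, adjusted p = 0.017), with adjusted p = 0.0035 without untreated rat 5 to 0.069 without untreated rat 2, lost for 3 of 11 rats. Among 26 measured interleukin and receptor genes 12 rose in contralateral brain and 1 in tumor, or 17 and 11 higher and 1 lower in each adjusted over the list alone. The median log2 fold changes were 0.50 and 0.30 (camera adjusted p = 8.4e-13 and 1.1e-07, n = 5 untreated and 6 MRT rats). Interleukin-1 beta in tumor read 2.4 ± 0.51 (adjusted p = 0.054).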

Many canonical pathways and especially those centered on cytokines signaling, evoked also the immune network: Interleukins 1, 6, 8, 9, 10, 12, 15, 17A and 17F were found in 13 pathways. 

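Gbp2 (1368332_at), an interferon-induced GTPase, rose 52.6-fold in contralateral brain, from 6.58 ± 0.41 (SD, n = 5) to 12.30 ± 0.47 (SD, n = 6), a log2 fold change of 5.72 ± 0.23 (adjusted p = 9.9e-09). The antiviral genes Ifit3, Rsad2 and Isg15 rose there by 3.59 ± 0.38 (adjusted p = 6.3e-05), 3.03 ± 0.44 (adjusted p = 0.00098) and 2.97 ± 0.32 (adjusted p = 7.7e-05). Oas1b, a sensor of double-stranded RNA, rose in tumor by 1.15 ± 0.23 (adjusted p = 0.038), with adjusted p = 0.004 without untreated rat 5 to 0.13 without untreated rat 2, lost for 9 of 11 rats and with low signals set to 58 (adjusted p = 0.097). Of 36 interferon-induced genes 27 rose in contralateral brain and 3 in tumor (34 and 17 adjusted over the list alone), with medians of 1.21 and 0.57 (camera adjusted p = 1.1e-36 and 1.9e-15). With an estimated correlation the call in contralateral brain gave adjusted p = 0.023 and the tumor call was lost at adjusted p = 0.12. Interferons and their signaling genes had 4 of 11 higher in contralateral brain (5 adjusted over the list alone, camera adjusted p = 3.8e-05). The feedback inhibitor Socs3 rose by 1.89 ± 0.15 (adjusted p = 5e-06) and the kinase Jak2 by 0.87 ± 0.17 (adjusted p = 0.0077). In tumor 0 of these 11 passed limma, 2 were called by SAM and 5 had an unadjusted p under 0.05 (4 adjusted over the list alone, camera adjusted p = 0.0014, or adjusted p = 0.092 with an estimated correlation). Tnfrsf9, the 4-1BB receptor that costimulates T cells, rose in both tissues, 1.62 ± 0.20 (adjusted p = 0.00025) and 1.26 ± 0.18 (adjusted p = 0.0074). Its ligand Tnfsf9 rose in tumor by 1.17 ± 0.20 (adjusted p = 0.017), with adjusted p = 0.0071 without untreated rat 5 to 0.066 without untreated rat 2, lost for 3 of 11 rats. TNF superfamily genes had 10 of 20 higher in contralateral brain and 4 in tumor (11 and 7 higher and 1 lower in each adjusted over the list alone, medians 0.42 and 0.15, camera adjusted p = 3.1e-11 and 2.6e-05).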

Immune cell communication was illustrated by other either mediators or receptors: TNF (“TWEAK Signaling”, “April Mediated Signaling”, “4-1BB signaling in T Lymphocytes”), Interferon (“Role of PKR in Interferon Induction and Antiviral Response”, “Role of JAK1, JAK2 and TYK2 in Interferon signaling”) and others (“iCOS-iCOSL Signaling in T Helper Cells”, “MIF Regulation of Innate Immunity”, “CD40 Signaling”). 

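Steap4, a metalloreductase of inflamed tissue, rose in contralateral brain from 3.94 ± 0.15 (SD, n = 5) to 6.89 ± 1.13 (SD, n = 6), a log2 fold change of 2.95 ± 0.43 (adjusted p = 0.00093). The call was lost at adjusted p = 0.10 where low signals were set to 58. Serpina3n, an acute phase protease inhibitor, rose in tumor from 6.26 ± 0.37 to 8.24 ± 0.95 (log2 fold change 1.98 ± 0.40, adjusted p = 0.046), with adjusted p = 0.01 without MRT rat 7 to 0.15 without untreated rat 2, lost for 8 of 11 rats and with low signals set to 58 (adjusted p = 0.12). Of 24 acute phase and complement genes 16 rose and 1 fell in contralateral brain (17 and 5 adjusted over the list alone, median 0.82, camera adjusted p = 3.1e-11). In tumor 3 rose (6 higher and 4 lower adjusted over the list alone, median 0.22), with a set test of adjusted p = 0.021, or adjusted p = 0.50 with an estimated correlation. Leaving out 1 rat gave adjusted p = 1e-05 without untreated rat 5 to 0.14 without untreated rat 4, lost for 4 of 11 rats and under 3 other alternatives. Mt1a and Mt2a, metallothioneins that bind zinc and respond to glucocorticoids, rose in contralateral brain by 2.73 ± 0.21 (adjusted p = 3.7e-06) and 2.05 ± 0.20 (adjusted p = 3e-05). Tumor Mt1a rose by 1.13 ± 0.20 (adjusted p = 0.023), with adjusted p = 0.013 without MRT rat 7 to 0.084 without untreated rat 2, lost for 4 of 11 rats and with low signals set to 58 (adjusted p = 0.062). Glucocorticoid-responsive genes had 3 of 10 higher in contralateral brain and 2 in tumor (5 higher and 2 lower, and 3 higher, adjusted over the list alone). Their set test gave adjusted p = 0.0023 and 0.0037, the latter lost at adjusted p = 0.077 with an estimated correlation.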

As expected, inflammation was found (“Acute Phase Response Signaling”, “TREM1 Signaling”, “Atherosclerosis Signaling”, “Role of IL-17F in Allergic Inflammatory Airway Diseases”, “Pathogenesis of Multiple Sclerosis”, “Role of IL-17A in Arthritis”, “MIF-mediated Glucocorticoid Regulation”, “Glucocorticoid Receptor Signaling”).

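Cdkn1a (1388674_at), the p53 target p21 that halts the cell cycle, rose in contralateral brain from 8.30 ± 0.42 (SD, n = 5) to 12.40 ± 0.23 (SD, n = 6), a log2 fold change of 4.09 ± 0.18 (adjusted p = 1.5e-08). Tumor Cdkn1a rose from 9.72 ± 0.41 to 12.43 ± 0.29 (log2 fold change 2.71 ± 0.20, adjusted p = 7.5e-05). Its other probeset rose by 3.91 in contralateral brain and by 3.14 ± 0.64 (adjusted p = 0.044) in tumor, with adjusted p = 0.03 without untreated rat 1 to 0.14 without untreated rat 2, lost for 7 of 11 rats and under 2 other alternatives (adjusted p up to 0.12). Fas, the death receptor, rose by 3.09 ± 0.22 (adjusted p = 1.5e-06) and 1.45 ± 0.20 (adjusted p = 0.0054). Phlda3, a p53-induced inhibitor of AKT, rose in contralateral brain by 2.34 ± 0.12 (adjusted p = 8.1e-08), and Sesn2, a stress-induced brake on mTORC1, rose by 1.66 ± 0.11 (adjusted p = 7.3e-07) and 1.63 ± 0.12 (adjusted p = 7.5e-05). Of 23 measured p53 targets 14 rose in contralateral brain and 9 in tumor (15 and 13 adjusted over the list alone), with medians of 0.80 and 0.82 (camera adjusted p = 5.5e-18 and 1.3e-21). Abcg2 (1380577_at) and Abcb1a (1370465_at), drug efflux pumps of the blood-brain barrier, fell in contralateral brain, at −2.26 ± 0.22 (adjusted p = 3.3e-05), with MRT rat 7 high, and −2.16 ± 0.30 (adjusted p = 0.00073). Emcn, the endothelial sialomucin endomucin, fell at −2.06 ± 0.18 (adjusted p = 8.8e-06). Tek, the angiopoietin receptor, fell in tumor, at −1.09 ± 0.17 (adjusted p = 0.012), and tumor Abcb1a read −0.11 ± 0.28 (adjusted p = 0.98). Endothelial markers had 11 of 24 lower and 1 higher in contralateral brain and 7 lower in tumor (13 lower and 3 higher, and 10 lower, adjusted over the list alone, medians −0.66 and −0.36). Their set test gave adjusted p = 2.7e-08 and 1.5e-08, or adjusted p = 0.11 and 0.077 with an estimated correlation. Hypoxia genes had 4 of 10 higher in contralateral brain (4 adjusted over the list alone, camera adjusted p = 0.00099). The vasodilator peptide Adm rose by 1.70 ± 0.14 (adjusted p = 5.8e-06) and the HIF prolyl hydroxylase Egln3 by 0.48 ± 0.08 (adjusted p = 0.0021). In tumor 1 of them rose (4 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.12).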

The common response to MRT comprised also modifications in the expression of genes involved in other mechanisms: Cell cycle, cell growth, apoptosis (“Induction of Apoptosis by HIV1”, “Apoptosis Signaling”, “Death Receptor Signaling”, “p38 MAPK Signaling”, “p53 Signaling”, “PI3K/AKT Signaling”), DNA damage sensing and repairing (“ATM Signaling”) and vascular physiology or angiogenesis (“Erythropoietin Signaling”, “Renin-Angiotensin Signaling”, “Angiopoietin Signaling”).

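Pdgfrb, the PDGF receptor of pericytes, fell in contralateral brain from 7.05 ± 0.21 (SD, n = 5) to 6.25 ± 0.14 (SD, n = 6), a log2 fold change of −0.80 ± 0.11 (adjusted p = 0.0005). It passed on 1 of 3 probesets, and the call was lost at adjusted p = 0.17 where all 4 groups were fitted together. Lum, an extracellular matrix proteoglycan made by fibroblasts, fell at −1.18 ± 0.25 (adjusted p = 0.016). The Lum call was lost at adjusted p = 0.050 without untreated rat 2, 0.17 with all 4 groups in 1 fit and 0.062 where low signals were set to 58. Vtn, vitronectin, a pericyte product in brain, fell at −0.99 ± 0.20 (adjusted p = 0.011). Of 15 pericyte and fibroblast markers 6 fell in contralateral brain and 1 in tumor (11 and 4 adjusted over the list alone), with medians of −0.71 and −0.47 (camera adjusted p = 7e-11 and 4.8e-07). In untreated tumor 8 of the 15 stood higher than in untreated contralateral brain and 3 lower, so their source in tumor is not known. Blm, the Bloom syndrome helicase of recombination repair, fell in contralateral brain, at −0.47 ± 0.10 (adjusted p = 0.018), a call lost at adjusted p = 0.054 without untreated rat 2 and 0.44 with all 4 groups in 1 fit. DNA damage sensing and repair genes had 2 of 22 lower there (3 adjusted over the list alone, median −0.07), with a set test of adjusted p = 0.029, or adjusted p = 0.22 without MRT rat 7 and adjusted p = 0.18 with an estimated correlation. Tumor had 0 of the 22 past limma, SAM or an unadjusted p under 0.05, and Brca1, the breast cancer repair gene, read 0.45 ± 0.33 (adjusted p = 0.86).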

In normal brain, other pathways for cell cycle/growth or apoptosis (“Cell Cycle Regulation by BTG Family Proteins”, “ERK/MAPK Signaling”, “PTEN Signaling”), DNA damage sensing or repairing (“Role of BRCA1 in DNA Damage Response”) and vascular physiology and angiogenesis (“Role of Tissue Factor in Cancer”) were found.

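Cdc20 (1387895_s_at), the activator of the anaphase-promoting complex, fell in tumor from 9.89 ± 0.63 (SD, n = 5) to 7.63 ± 0.74 (SD, n = 6), a log2 fold change of −2.27 ± 0.37 (adjusted p = 0.015). Single rats left out gave adjusted p = 0.0031 without MRT rat 7 to 0.057 without untreated rat 2, lost for 2 of 11 rats. Its brighter probeset (1370294_a_at) fell at −2.05 ± 0.36 (adjusted p = 0.02), with adjusted p = 0.0059 without untreated rat 5 to 0.074 without untreated rat 2, lost for 6 of 11 rats and with low signals set to 58 (adjusted p = 0.065). Aurka, the Aurora A kinase of spindle assembly, fell in tumor from 10.28 ± 0.62 to 8.83 ± 0.43 (log2 fold change −1.45 ± 0.28, adjusted p = 0.038), with adjusted p = 0.0043 without untreated rat 5 to 0.13 without untreated rat 2, lost for 9 of 11 rats and with low signals set to 58 (adjusted p = 0.1). Of 34 measured G2/M and mitosis genes 6 fell in tumor, or 24 adjusted over the list alone, with a median log2 fold change of −0.88 and a range of −2.05 to −0.16. The set test gave adjusted p = 1.1e-26, or adjusted p = 0.081 with an estimated correlation, since the genes rise and fall together from rat to rat (correlation between genes 0.746). In contralateral brain 2 fell, 1 of them the spindle checkpoint kinase Ttk at −1.06 ± 0.15 (adjusted p = 0.00077), a call lost where low signals were set to 58 (adjusted p = 0.39). Their set test gave adjusted p = 0.00099, or adjusted p = 0.30 with an estimated correlation (median −0.15, 2 lower adjusted over the list alone). The change of the list was larger in tumor, by a median of 0.79 on the log2 scale, with 5 genes past the interaction test (16 adjusted over the list alone, camera adjusted p = 2.4e-22, or adjusted p = 0.066 with an estimated correlation). In untreated contralateral brain the list already stood lower than in untreated tumor, by a median of 4.25. Genes at low signals there had little room to fall, so the difference cannot tell a smaller response from a lower level.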

Of interest, in tumor tissue, we found one pathway associated with both DNA damage and cell cycle regulation (“Cell Cycle: G2/M DNA Damage Checkpoint Regulation”).

A part of pathways were found in only one tissue. Concerning normal brain, a high proportion of pathways related to T-cells (15/49) was observed in comparison with those found in both tissues (6/46). 

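Cd3g, a subunit of the T cell receptor complex, rose in contralateral brain from 6.05 ± 0.25 (SD, n = 5) to 7.57 ± 0.66 (SD, n = 6), a log2 fold change of 1.52 ± 0.27 (adjusted p = 0.0042). Its partner Cd3d rose by 0.85 ± 0.17 (adjusted p = 0.012), or adjusted p = 0.088 where low signals were set to 58. In tumor Cd3g read 0.65 ± 0.26 (adjusted p = 0.49) and Cd3d 0.53 ± 0.18 (adjusted p = 0.36). Lck, the kinase that starts T cell receptor signaling, rose in contralateral brain by 0.44 ± 0.10 (adjusted p = 0.025), with adjusted p = 0.0092 without MRT rat 7 to 0.077 without untreated rat 5, lost for 8 of 11 rats and with all 4 groups in 1 fit (adjusted p = 0.059). Of 19 T cell markers 5 rose in contralateral brain (6 higher and 1 lower adjusted over the list alone, median 0.20, camera adjusted p = 0.00024, or adjusted p = 0.18 with an estimated correlation and 0.42 with the level filter). In tumor 0 passed limma or SAM and 3 had an unadjusted p under 0.05 (median 0.07), with a set test of adjusted p = 0.021, or adjusted p = 0.53 with an estimated correlation. Over single rats left out it gave adjusted p = 8e-06 without untreated rat 5 to 0.2 without untreated rat 4, lost for 4 of 11 rats and under 2 other alternatives. Between the tissues 0 of the 19 passed the interaction test in limma, 2 had an unadjusted p under 0.05, and the set test on the difference gave adjusted p = 0.098.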

On the opposite, only 4 pathways were preferentially associated with innate immunity in normal brain tissue.

## Discussion

In this work we characterized the transcriptomic responses of tumor and normal brain tissues 6 hours after an MRT irradiation. A suitable model should heed following parameters: both tissues should originate from the same species in order to use a unique microarray type for transcriptome analysis, and host animal should be immunocompetent for considering the influence of the immune system. The 9 L tumors orthotopically implanted in syngeneic Fisher rat brain fulfill these conditions [20], [30].

MRT has already been demonstrated as a promising irradiation modality for brain tumors therapy at preclinical level. Although MRT crossfire irradiation, the most efficient configuration for improving survival to date [6], implies that the tumor and the contralateral brain tissues are not treated the same way. We chose therefore a simpler configuration with a lateral unidirectional MRT irradiation in order to apply similar irradiation configuration in both tissues. This 400Gy in-microbeam dose scheme, applied to rat brain 10 days after tumor inoculation, significantly increased (×1.7) the median survival time (MST) compared to untreated rats (Figure 2). The set parameters enable then a rigorous analysis of biological mechanisms of MRT impact in both tumor and normal brain tissue responses. Although several studies already aimed at the understanding of biological processes induced by MRT, they were essentially based on late events (from 48 h post-MRT) [16], [17]. In this work we focused on early response, assuming that early transcriptomic events would dictate later modifications at molecular, cellular, tissular and finally therapeutic levels. We considered also the particular lack of knowledge concerning MRT-associated biology at transcriptomic level.

MRT differs from conventional irradiation because it delivers several hundreds of grays in micrometric volumes in few seconds with a particular geometry, which might influence the gene expression response. Due to recent improvements in theoretical and experimental dosimetry [31] experiments involving broad beam irradiation with synchrotron sources are currently in progress in our laboratory to determine the impact of the complex irradiation scheme of MRT. Although a similar study has been done in Boomerang (Melbourne, Australia) [32], the experimental parameters such as the source, the MRT parameters, the tumor model differ than ours.

We determined the pan-genomic response of both tumor and normal brain tissues 6 h after MRT by using microarrays containing 31,000 probesets. In normal brain tissue the expression of about 5% of genes was modified. This proportion is higher than those described using other methods after ionizing irradiation of brain (0.6% 8 h after 10Gy [33], 1.1% and 2.2% 5 h after 10Gy and 20Gy [34]) but is consistent with a previously reported dose-dependent increase in both expression level and number of modulated genes [34]–[36]. 

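Ptges (1368014_at), the prostaglandin E synthase of inflammation, rose in contralateral brain from 5.19 ± 0.29 (SD, n = 5) to 10.31 ± 0.48 (SD, n = 6), a log2 fold change of 5.13 ± 0.21 (adjusted p = 1.2e-08). Ccl9 (1392172_at), a myeloid chemokine, rose there from 4.78 ± 0.41 to 10.05 ± 0.21 (log2 fold change 5.27 ± 0.17, adjusted p = 8.4e-10). The untreated means of both lay below a signal of 58, and the size of each rise rests on low signals. Prom1 (1368008_at), prominin-1 of membrane protrusions, fell from 9.84 ± 0.07 to 7.22 ± 0.67 (log2 fold change −2.63 ± 0.26, adjusted p = 3.2e-05); MRT rat 7 lay above the other 5. Cyyr1 (1390161_at), a small cysteine and tyrosine-rich membrane protein, fell from 9.31 ± 0.22 to 7.30 ± 0.33 (log2 fold change −2.01 ± 0.16, adjusted p = 3.9e-06). The share of probesets past limma in contralateral brain was 4.1% of the 31042 tested, and 4022 had an unadjusted p under 0.05, where 1552 would by chance alone. Of the 1272 probesets past the test 312 (24.5%) have no gene symbol in the platform annotation.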

So the unusual number of engaged genes after MRT could be linked to the high dose deposited in tissue, from ∼18Gy in valleys to 400Gy in microbeams.

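Angptl4 (1388924_at), a secreted inhibitor of lipoprotein lipase, rose in tumor from 8.59 ± 0.62 (SD, n = 5) to 11.37 ± 0.40 (SD, n = 6), a log2 fold change of 2.78 ± 0.28 (adjusted p = 0.00076); untreated rat 5 lay above the other 4 untreated tumors. It rose in contralateral brain by 3.09 ± 0.27 (adjusted p = 1.2e-05). Slco1c1 (1370205_at), the thyroxine transporter of brain capillaries, fell in tumor from 9.95 ± 0.46 to 8.23 ± 0.57 (log2 fold change −1.71 ± 0.29, adjusted p = 0.016), with adjusted p = 0.0028 without MRT rat 7 to 0.062 without untreated rat 2, lost for 3 of 11 rats and with low signals set to 58 (adjusted p = 0.05). Prom1 fell in tumor, at −2.02 ± 0.23 (adjusted p = 0.0013), where untreated rat 1 lay below the other 4. These are among the 0.92% of 31042 probesets that passed limma in tumor, and 2604 had an unadjusted p under 0.05. Of the 285 probesets 71 (24.9%) have no gene symbol.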

In tumor 1.8% of genes were modified. To our knowledge, no microarray analysis was performed in 9 L after irradiation and those conducted on other high grade glioma models were very different to ours in number of analysed genes, type and dose of irradiation. The unique comparable study applied to MRT was performed on EMT6 subcutaneous mammary tumor [32]. It revealed the modulation of 184 genes but did not address the response of normal tissue.

The response to MRT of normal brain tissues involved 2.7 times more genes than the one of tumor tissue (1,509 versus 554), revealing a tissue-specific response to MRT (Figure 3 and Table S1). Such a higher number of genes could arise from the higher cellular diversity of normal tissue, due to the presence of specific parenchymal and stromal cells such as neurons, astrocytes and oligodendrocytes. 

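Gbp2 rose more in contralateral brain than in tumor, with a difference between the log2 fold changes of 4.74 ± 0.37 (SE, adjusted p = 2.1e-07, limma interaction over the 22 arrays). Ccl2 differed by 4.42 ± 0.37 (adjusted p = 4.6e-07), Timp1, a metalloproteinase inhibitor, by 4.13 ± 0.41 (adjusted p = 6.7e-06) and Cxcl10 by 3.85 ± 0.49 (adjusted p = 0.00022). In the other direction stood Trib3 at −2.18 ± 0.31 (adjusted p = 0.00066), the EGF receptor ligand Areg at −1.80 ± 0.31 (adjusted p = 0.0053), and Inhbe at −1.64 ± 0.31 (adjusted p = 0.012). Abcb1a, which fell in contralateral brain alone, stood at −2.12 ± 0.41 (adjusted p = 0.014), and its other probeset was lost with the rat as a block (adjusted p = 0.11). In all 145 probesets differed in their response, 125 with the higher log2 fold change in contralateral brain and 20 in tumor, and 1196 had an unadjusted p under 0.05, where 1552 would by chance alone. This fit takes the tissues of a rat as independent, and the set tests on the tissue difference rest on it alone. With the rat as a block, since each rat gave both tissues, 205 differed, and leaving out 1 rat gave 68 (without MRT rat 6) to 261 (without MRT rat 7). Of the 125, 120 were already higher in untreated tumor than in untreated contralateral brain, by a median of 2.34 on the log2 scale that was 0.71 after MRT.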

Surprisingly these genes were associated with less molecular and cellular functions in normal (18 functions) compared with tumor tissue (22 functions; Figure 5). The 4 supplementary functions in tumor were associated with metabolic processes. However they displayed the lowest statistical significance for tumor response. Responses of both tissues appeared therefore to be close to each other since 18 functions were common. Moreover, a modulation of genes involved in mitosis, cell cycle regulation, apoptosis, cell adhesion, glycolysis, lipid metabolism, has already been reported after ionizing radiation [37] and could be connected to many functions implicated in the response of the both tissue after MRT.

A large number of canonical pathways were also identified 6 h after MRT: 128 and 73 in tumor and contralateral tissues, respectively (Table S2). Among them, 67 were common. More than 90% of canonical pathways found in tumor were also found in brain (only 6 specific pathways out of 73), while 52.3% of normal brain pathways were found in tumor. Thus the tumor response to MRT was mostly included in the brain tissue one. 

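Of the probesets that passed in tumor 71.9% also passed in contralateral brain in the same direction. Neuronal and oligodendrocyte markers in untreated tumor stood at medians of −1.11 and −0.44 against untreated contralateral brain on the log2 scale. Tumor samples thus still carried brain signal, and shared calls cannot tell a response of tumor cells from one of brain cells in those samples. By gene list, 27 passed the set test in both tissues, among them p53 targets, chemokines and microglia markers, and all 27 moved in the same direction. With an estimated correlation 13 passed in both. Only oligodendrocyte markers passed in tumor alone (16 genes, 0 past limma or SAM, 2 at an unadjusted p under 0.05, median −0.19, camera adjusted p = 0.022, or adjusted p = 0.65 with an estimated correlation). Leaving out 1 rat gave adjusted p = 0.00014 without untreated rat 1 to 0.26 without untreated rat 4, lost for 6 of 11 rats and under 1 other alternative. Aspa, the aspartoacylase of oligodendrocytes, read −0.76 ± 0.21 (adjusted p = 0.17) in tumor and −0.24 ± 0.15 (adjusted p = 0.62) in contralateral brain (log2 fold change ± SE, n = 5 untreated and 6 MRT rats). Another 11 lists passed in contralateral brain and not in tumor, and the set test on the tissue difference passed for 8 of them, or 4 with an estimated correlation.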

Again, this result could reflect a higher heterogeneity in cell composition and functional processes in normal brain compared to tumor.

Of interest, we observed only one canonical pathway related to brain parenchyma response to MRT (“Huntington's disease signaling”) which includes genes related to apoptosis (Caspase 1, 3, 7, 8, 12, bax, TP53), intracellular signaling (GNG2, GNG11, CREB3, PRKCH, PRKCD) and one is neuron-specific (CACNA1B). This canonical pathway suggests that some neurons undergo apoptosis in response to MRT.

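Casp12, a caspase of the endoplasmic reticulum, rose in contralateral brain from 5.71 ± 0.20 (SD, n = 5) to 6.87 ± 0.51 (SD, n = 6), a log2 fold change of 1.16 ± 0.21 (adjusted p = 0.0057). With all 4 groups in 1 fit the call was lost at adjusted p = 0.070. Bax, which opens the mitochondrial outer membrane, rose by 0.73 ± 0.15 (adjusted p = 0.014). Casp8, the initiator caspase of death receptors, rose by 0.54 ± 0.14 (adjusted p = 0.043), with adjusted p = 0.00075 without MRT rat 7 to 0.12 without untreated rat 4, lost for 10 of 11 rats and under 3 other alternatives (adjusted p up to 0.17). Casp1, the inflammasome caspase, read 1.01 ± 0.28 (adjusted p = 0.065). Gng11, a G protein gamma subunit, fell at −1.07 ± 0.19 (adjusted p = 0.0046), and Gng2 read −0.01 ± 0.09 (adjusted p = 0.99). Cacna1b, the N-type calcium channel of nerve terminals, fell at −0.39 ± 0.09 (adjusted p = 0.029), with adjusted p = 0.014 without MRT rat 8 to 0.092 without untreated rat 1, lost for 6 of 11 rats and with all 4 groups in 1 fit (adjusted p = 0.35). Creb3, a membrane-bound transcription factor, rose by 0.27 ± 0.07 (adjusted p = 0.049), with adjusted p = 0.049 without MRT rat 7 to 0.13 without untreated rat 4, lost for 9 of 11 rats and under 2 other alternatives (adjusted p up to 0.22). The kinases Prkch and Prkcd read 0.37 ± 0.24 (adjusted p = 0.63) and 0.90 ± 0.36 (adjusted p = 0.27). Of these 10 genes 4 rose and 2 fell in contralateral brain. In tumor 0 of the 10 passed limma or SAM. The paper chose these genes on the same arrays, and they are not independent evidence. Neuronal markers had 1 of 25 past limma, Cacna1b itself, and a median of −0.06 (camera adjusted p = 0.16). From the Huntington pathway being modulated, through genes that include these, the paper proposes that some neurons undergo apoptosis.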

Among the 67 common pathways to both tissues, immunity and inflammation were widely represented. Modulation of immunity and inflammation has been often reported in brain in response to various stimuli or injuries: Presence of a tumor mass, radiotherapy [38], bacterial or viral infection [39], neurodegenerative disorders such as Alzheimer's and Parkinson's diseases ([40], [41]).

But our results are also in agreement with previous works which reported the immune activation in response to conventional irradiation and even considered irradiation as an “immunological adjuvant” [38], [42]–[44]. Concerning MRT, previous works mainly focused on vascular parameters to explain therapeutic effect [17]. However increasing leukocytes recruitment was observed in both normal brain [45] and 9 L tumor tissues [17]. Moreover, Sprung *et al.* recently reported that modifications in immunity-related gene expression is a hallmark of response to MRT in mouse mammal tumor [32].

Gasser *et al.* [46] reported that DNA damage can elicit a response of immune system, and in particular of innate compartment (macrophages). But other normal cells constituents can be released into the extracellular compartment during states of cellular stress or damage and subsequently activate inflammation and immunity. Among these Damage-Associated Molecular Patterns, we found HMG1 that is both involved in infectious and sterile inflammation, immune response and tissue repair or regeneration [47]. Receptors such as Toll-like receptors, C-type lectins are sensing these damage-associated mediators. Indeed, we observed a modulation in the expression of several potential mediators and receptors involved in the simulation of inflammation or immunity. For example, HMGB1, Toll-like receptors 1, 2, 7, C-type lectins 7A and CD36 and other altered constituents of irradiated tissue can trigger activation of innate or adaptive cells. These genes may serve as a link between biochemical changes in response to irradiation and the inflammation or immunological challenge.

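Tlr2, the receptor for bacterial lipopeptides and for damage signals, rose in contralateral brain from 7.20 ± 0.30 (SD, n = 5) to 9.25 ± 0.39 (SD, n = 6), a log2 fold change of 2.05 ± 0.19 (adjusted p = 1.6e-05). Tumor Tlr2 read 0.97 ± 0.25 (adjusted p = 0.12). Tlr7, the receptor for single-stranded RNA, rose in contralateral brain by 0.56 ± 0.11 (adjusted p = 0.0071), a call lost at adjusted p = 0.29 with all 4 groups in 1 fit. Clec7a, the beta-glucan receptor dectin-1, rose there by 1.80 ± 0.41 (adjusted p = 0.024), with adjusted p = 1.1e-05 without MRT rat 7 to 0.072 without untreated rat 5, lost for 8 of 11 rats and under 2 other alternatives (adjusted p up to 0.089). Cd36, a scavenger receptor, read 0.76 ± 0.21 (adjusted p = 0.067) on its brighter probeset, and the other rose at 0.59 ± 0.13 (adjusted p = 0.014). Hmgb1, a nuclear protein that signals damage once released, read −0.06 ± 0.09 (adjusted p = 0.91) in contralateral brain and −0.05 ± 0.12 (adjusted p = 0.98) in tumor. Of these 5 genes 3 rose in contralateral brain (4 adjusted over the list alone, camera adjusted p = 6.8e-05, or adjusted p = 0.095 with an estimated correlation). In tumor 0 of the 5 passed limma, and 1 (Tlr2) was called by SAM and when adjusted over the list alone, with an unadjusted p under 0.05 (camera adjusted p = 0.32). Chosen by the paper on these arrays, the 5 are not independent evidence. The wider list of Toll-like receptors and damage sensors had 6 of 14 higher and 2 lower in contralateral brain (7 and 2 adjusted over the list alone, camera adjusted p = 0.00028, or adjusted p = 0.11 with an estimated correlation). The adaptor Myd88 rose by 1.58 ± 0.14 (adjusted p = 1.2e-05). In tumor 2 rose and 1 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.99).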

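Gpr34 (1393682_at), a lysophosphatidylserine receptor of microglia, fell in contralateral brain from 7.41 ± 0.47 (SD, n = 5) to 5.35 ± 0.29 (SD, n = 6), a log2 fold change of −2.06 ± 0.20 (adjusted p = 3.1e-05). Tumor Gpr34 fell from 8.07 ± 0.32 to 5.39 ± 0.40 (log2 fold change −2.69 ± 0.20, adjusted p = 9e-05). Csf1r, the receptor on which microglia depend, fell in contralateral brain, at −1.02 ± 0.21 (adjusted p = 0.011), and Slc2a5, a fructose transporter of microglia, fell in tumor, at −0.97 ± 0.15 (adjusted p = 0.012). Of 10 microglia markers 8 fell in contralateral brain and 4 in tumor (9 and 7 adjusted over the list alone), with medians of −0.94 and −0.99 (camera adjusted p = 3.4e-14 and 8.3e-13). Plac8, expressed by monocytes and neutrophils, rose in contralateral brain by 3.88 ± 0.52 (adjusted p = 0.00045), and Cd14, the lipopolysaccharide co-receptor of monocytes, by 3.65 ± 0.24 (adjusted p = 7.3e-07). Tumor Cd14 rose by 1.84 ± 0.37 (adjusted p = 0.043), with adjusted p = 0.00053 without untreated rat 5 to 0.14 without untreated rat 2, lost for 9 of 11 rats and under 2 other alternatives (adjusted p up to 0.11). Monocyte and macrophage markers had 8 of 16 higher and 1 lower in contralateral brain (9 and 3 adjusted over the list alone, median 0.31, camera adjusted p = 0.00037). In tumor they had 1 higher and 1 lower (2 and 2 adjusted over the list alone, median 0.00, camera adjusted p = 0.99).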

We evidenced subsequently to this activation that most populations of the immunological compartment were triggered (macrophages, natural killer, dendritic cells, T and B lymphocytes) and many direct crosstalks between cells or diffusible mediators highlighted communication between them.

Dendritic cells constitute the first line of the adaptive immune response, as antigen-presenting cells. Maturation of dendritic cells has been reported to be impaired in cancer in response to tumor-derived mediators, especially the Vascular Endothelial Growth Factor [48]. However the modulation of the pathway “maturation of dendritic cells” in our study suggests that dendritic cell maturation occurred in response to MRT, likely as a part of the “immunological adjuvant” phenomenon discussed above. This would participate in enhancing efficiency of immune control of cancer progression.

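Cd40, the receptor through which T cells license dendritic cells, rose in contralateral brain from 6.73 ± 0.22 (SD, n = 5) to 8.80 ± 0.20 (SD, n = 6), a log2 fold change of 2.07 ± 0.12 (adjusted p = 2.5e-07). Tumor Cd40 read 0.80 ± 0.19 (adjusted p = 0.097). Irf8, a transcription factor of dendritic cells and microglia, rose in contralateral brain by 1.29 ± 0.09 (adjusted p = 1.6e-06), and Cd83, a surface marker of mature dendritic cells, by 0.66 ± 0.13 (adjusted p = 0.011). Of 10 measured dendritic cell markers 4 rose in contralateral brain (4 adjusted over the list alone, median 0.28, camera adjusted p = 2.7e-06). In tumor 0 passed limma, SAM called 2 and 3 had an unadjusted p under 0.05 (2 higher adjusted over the list alone, median 0.15, camera adjusted p = 0.098). Clec9a, a receptor of cross-presenting dendritic cells, read −0.59 ± 0.31 (adjusted p = 0.71) in tumor.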

We observed also at transcriptomic level the recruitment of innate immune compartment. 

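Il2rb, the interleukin-2 receptor beta chain of NK and T cells, rose in contralateral brain from 5.62 ± 0.16 (SD, n = 5) to 6.38 ± 0.33 (SD, n = 6), a log2 fold change of 0.76 ± 0.15 (adjusted p = 0.0088). Klrd1, the CD94 receptor of NK cells, rose by 0.75 ± 0.14 (adjusted p = 0.0072). Both signals lie near the low end of the arrays, and with low signals set to 58 the calls were lost (adjusted p = 0.11 and 1.0). Of 16 measured NK cell markers 5 rose in contralateral brain (6 adjusted over the list alone, median 0.17, camera adjusted p = 4.2e-05). In tumor 0 passed limma, 1 was called by SAM and had an unadjusted p under 0.05, and the median was 0.13. The tumor set test gave adjusted p = 0.021, or adjusted p = 0.38 with an estimated correlation. Over the left-out rats it gave adjusted p = 0.0018 without untreated rat 5 to 0.11 without untreated rat 3, lost for 4 of 11 rats and under 3 other alternatives.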

Presence of Natural killer (NK) was indicated in our study by the modulation of two canonical pathways (“Crosstalk between Dendritic Cells and Natural Killer Cells”, “Tumoricidal Function of Hepatic Natural Killer Cells”) and could be a crucial point for MRT efficiency since NK were previously shown to eliminate 9 L glioma cells both *in vitro* [49] and *in vivo* [50], [51].

Among the large spectrum of diffusible mediators, one of them, IL-17 is specifically expressed by T helper 17 cells (Th17; [51]). 

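Il6, the cytokine that starts Th17 differentiation and drives fever, rose in contralateral brain from 4.58 ± 0.19 (SD, n = 5) to 6.87 ± 0.29 (SD, n = 6), a log2 fold change of 2.30 ± 0.14 (adjusted p = 4.2e-07). Its untreated mean there lay below a signal of 58, and the size of the rise rests on low signals. Tumor Il6 read 1.00 ± 0.35 (adjusted p = 0.37). Stat3, the transcription factor that IL-6 activates, rose in contralateral brain from 10.13 ± 0.07 to 11.74 ± 0.48 (log2 fold change 1.61 ± 0.19, adjusted p = 0.00017). Tumor Stat3 rose from 11.35 ± 0.11 to 12.12 ± 0.17 (log2 fold change 0.78 ± 0.10, adjusted p = 0.0027). Il23a, the p19 subunit of interleukin-23, read 0.22 ± 0.08 (adjusted p = 0.25) in contralateral brain and 0.13 ± 0.09 (adjusted p = 0.85) in tumor. The T cell costimulator Icos read 0.13 ± 0.18 (adjusted p = 0.89) and 0.00 ± 0.16 (adjusted p = 1.0). Of these 4 genes 2 rose in contralateral brain and 1 in tumor (3 and 2 adjusted over the list alone, camera adjusted p = 2.2e-05 and 0.0014). The tumor call was lost at adjusted p = 0.052 with an estimated correlation, and the genes were chosen by the paper on these arrays and are not independent evidence. In the wider list of 10 Th17 genes 4 rose in contralateral brain and 1 in tumor (6 and 5 adjusted over the list alone, medians 0.30 and 0.29, camera adjusted p = 7.5e-07 and 4.1e-05). Ccl20, the chemokine that draws CCR6-bearing cells, rose in contralateral brain by 4.36 ± 0.44 (adjusted p = 4.1e-05) and the factor Batf by 0.71 ± 0.10 (adjusted p = 0.00065).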

The presence of these cells was reinforced by modifications in expression of IL-6, IL-23, STAT3, ICOS. These cells are key mediators of a broad array of inflammatory or autoimmune diseases and have been extensively found in tumor microenvironment [52]. But their positive or negative role in tumor progression is still debated. The recruitment of Th17 cells was reported to be triggered by local inflammation at the tumor site [53]. One can hypothesize that irradiation could increase inflammation and therefore Th17 cell recruitment.

Our transcriptomic results also indicate the presence of cytotoxic T cells (“Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells” (Table S2). 

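Gzmb, the granzyme B of cytotoxic cells, rose in contralateral brain from 5.23 ± 0.46 (SD, n = 5) to 6.25 ± 0.37 (SD, n = 6), a log2 fold change of 1.02 ± 0.22 (adjusted p = 0.015). Prf1, the perforin through which granzymes enter target cells, rose from 5.31 ± 0.33 to 6.17 ± 0.25 (log2 fold change 0.87 ± 0.16, adjusted p = 0.0055). With low signals set to 58 both calls were lost (adjusted p = 0.061 and 0.18). In tumor Gzmb read 0.43 ± 0.22 (adjusted p = 0.67) and Gzma, granzyme A, −0.55 ± 0.38 (adjusted p = 0.85). Of 9 cytotoxic lymphocyte genes 2 rose in contralateral brain (3 adjusted over the list alone, median 0.26, camera adjusted p = 0.0022, or adjusted p = 0.16 with an estimated correlation and 0.21 with low signals set to 58). These 2, Gzmb and Prf1, are members of the NK cell list as well, so the lists are not separate evidence. In tumor 0 of the 9 passed limma, SAM or an unadjusted p under 0.05 (median 0.19), with a set test of adjusted p = 0.021, or adjusted p = 0.30 with an estimated correlation. Over the left-out rats it gave adjusted p = 0.0041 without untreated rat 5 to 0.074 without untreated rat 4, lost for 4 of 11 rats and under 3 other alternatives.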

In parallel with NK cells, cytotoxic T cells were heavily reported in immunological antitumor phenomenon. Cytotoxic T cells have been associated with spontaneous tumoricidal action on glioma and emerged as a part of some therapeutic strategies. For example, vaccination of rats with dendritic cells coinjected with processed GM-CSF secreting 9 L cells triggered the regression of distant 9 L tumors [54]. Treatment efficacy was associated with a Th1 response and thus IFNγ secretion [55]. IFNγ appears also in several canonical pathways modified by MRT in our study (Table S2).

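Ifng, the gene of the interferon that T and NK cells secrete, had a log2 signal of 4.01 ± 0.12 (SD, n = 5) in untreated and 3.99 ± 0.16 (SD, n = 6) in MRT contralateral brain, a log2 fold change of −0.02 ± 0.09 (SE, adjusted p = 0.97). In tumor it read 3.85 ± 0.05 and 3.91 ± 0.18, a log2 fold change of 0.07 ± 0.10 (adjusted p = 0.98). These signals lie near the low end of the arrays, where rounding to whole numbers limits the change that can be read. The symbol stands in 0 of the gene lists of the pathways in Table S2.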

In conclusion to this work we report an extended gene expression profile associated with the MRT responses in both normal and tumor tissues. The early transcriptomic response is very similar in both tissues, mainly involves modifications associated with immunity and inflammation. 

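Gene groups that rose in both tissues included NF-kB targets, chemokines, p53 targets, apoptosis genes, neutrophil markers and interleukins, led by Ccl2, Sele, Icam1 and Cdkn1a. Microglia and pericyte markers fell in both, with P2ry12, Gpr34 and the capillary gene Slco1a4. Tumor samples carried brain signal too, so shared changes cannot be assigned to tumor cells alone. Log2 changes differed: NF-kB genes rose more in contralateral brain by a median of 0.53 on the log2 scale (camera on the difference, adjusted p = 1.3e-21), MHC class I genes by 0.74 (adjusted p = 2.7e-28) and MHC class II genes by 1.96 (adjusted p = 3.7e-14). With an estimated correlation these gave adjusted p = 0.0029, 0.0029 and 0.017. In untreated rats the same lists already stood higher in tumor, by medians of 0.76, 1.82 and 3.79. The differences therefore cannot tell a smaller response in tumor from a higher starting level. Amino acid stress response genes rose more in tumor, with a median difference of −0.35 (adjusted p = 2.4e-22, or adjusted p = 0.0029 with an estimated correlation). For p53 targets the median difference was 0.04 (adjusted p = 0.030, or adjusted p = 0.056 with an estimated correlation) and for microglia markers 0.07 (adjusted p = 0.87). The paper reports genes and canonical pathways common to both tissues, with immunity and inflammation widely represented among the common pathways. It states that the early responses of the 2 tissues were very similar and mainly of that kind.

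**Figure D3:**
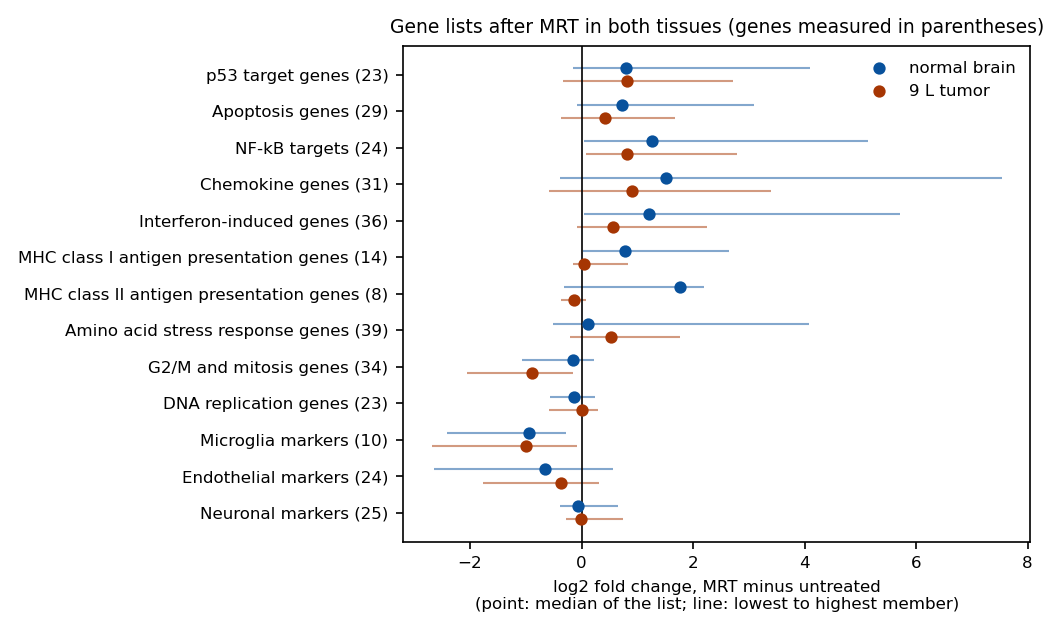
Log2 fold changes after MRT of 13 gene lists in contralateral brain and tumor. Point, median over the measured genes of the list; line, lowest to highest gene; n = 5 untreated and 6 MRT rats per tissue.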

The detailed study of pathways modulated by MRT reveals the involvement of transcriptomic modification in relation with innate and/or the adaptative immune response. More specifically, pathways and biofunction in link with NK or CD8+ T lymphocytes are particularly reprensented. Further immunological studies and functional analysisare needed for evaluating the role of those immune mechanisms in the therapeutic impact of irradiation. This is an important step for understanding the biological mechanisms responsible for the therapeutic index of the MRT.

## Supporting Information

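Of the 1509 probesets listed for normal brain, Ccl2, Cxcl10 and Sele among them, all 1509 had the listed direction in the array values and 1132 (75%) passed limma. SAM at an FDR of 5% called 1891 probesets in contralateral brain (1258 higher, 633 lower), and 609 in tumor (373 and 236). The copy of the tumor part holds 487 entries, of which 222 passed limma and 476 were called by SAM. Listed fold changes of normal brain correlated at 0.998 with those recomputed as differences of mean log2 signals and at 0.9992 with ratios of mean signals. Another 140 probesets passed limma in contralateral brain and are not listed.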

Table S1 **Genes responding significantly to MRT in tumor and normal brain tissues.** List of all genes which expression is significantly modified in brain (1,509 genes) and tumor (554 genes). Probesets are ranked for each tissue in descending order of expression MRT/untreated ratio.
(XLSX)

Table S2 **Canonical pathways constituting the MRT response.** All canonical pathways (IPA) found statistically significant with 1% FDR (corresponding to p-value lower than 2.57E-3) are listed for both normal and tumor tissues.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

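Expression was measured with Affymetrix Rat Genome 230 2.0 arrays in 9 L tumor and in contralateral brain of rats bearing tumors in the right caudate nucleus, without treatment (5 rats) or 6 h after MRT (6 rats), 22 arrays in all. Conditions were taken from the sample titles: rats 1 to 5 are untreated and rats 6 to 11 received MRT, and a number stands for the same animal in both tissues. The paper names 2 experimental sessions. The records used here do not assign them to samples, and no session term was fitted.

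The authors summarized probe intensities with RMA in Affymetrix Expression Console and deposited the signals on the linear scale as whole numbers, from 10 to 36564, with 4.86% of values from 10 to 20. All 22 columns of the deposited matrix equal the values of the single sample records, so using the latter as an alternative changes nothing. The deposited values carry no detection flags. Rounding to whole numbers sets the precision at the low end, which an alternative with signals below 58 (the 25th percentile) set to 58 addresses. Of 31099 probesets 57 controls were left out and 31042 tested: 19546 have 1 gene symbol in the platform annotation, 372 several and 11124 none. The symbols were brought up to date with the RefSeq rat gene table (15468 by symbol, 2817 by synonym, 1261 not found).

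Signals were taken to log2 and each tissue was fitted with limma 3.58.1 (R 4.3.3), MRT against untreated, with 9 residual degrees of freedom and moderated variances (prior degrees of freedom 4.04 in contralateral brain and 2.64 in tumor). P values were adjusted by the Benjamini-Hochberg method over 31042 probesets and the FDR was 5%. The tissue difference of the response was a contrast in a fit of all 22 arrays. SAM, the test the paper used, was rerun with 100 permutations (median FDR 4.89% in contralateral brain and 4.61% in tumor).

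Gene lists (48) were written after the paper and its Tables S1 and S2 were read. They were tested with camera with a preset correlation of 0.01, adjusted over the 48 lists, each gene standing as its brightest probeset. Counts adjusted over the list alone repeat the Benjamini-Hochberg adjustment within the list. Genes are named by a rule: those the paper names as modulated, the 8 largest increases and 8 largest decreases per tissue among probesets with 1 symbol and all 6 MRT arrays on the same side of the untreated mean, up to 4 members past the test per list (or the 2 largest where none passed), the 4 largest tissue differences in each direction, and all probesets of the RT-qPCR genes and of Atp5b and Arpc1a. Single genes of RT-qPCR were also tested with exact permutation tests over all 462 splits of 11 rats.

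The pairing of tissues was checked on residuals from the group means: arrays with the same rat number correlated at a median of 0.312 (0.097 to 0.649, n = 11 pairs), different rats of the same spike-in batch at 0.15 (n = 50) and of different batches at −0.17 (n = 60). The interaction was therefore also fitted with the rat as a fixed block (205 probesets) and as a random block (216 probesets, correlation 0.199). Spike-in batches are 2 groups of rats with a flat (rats 1, 5, 9, 10 and 11) or steep (rats 2, 3, 4, 6, 7 and 8) gap between the 5′ and 3′ probesets of the labelling controls on the contralateral arrays. On the tumor arrays the same groups overlap in this gap (−1.46 to −0.73 and −2.80 to −1.31).

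Recovery was tested on simulated data with 200 changed probesets: limma found 62.7% at 1.5-fold, 97.0% at 2-fold and 100% at 4-fold in contralateral brain, 35.8%, 83.6% and 98.5% in tumor, and 16.4%, 77.6% and 100% for the interaction, with 7, 11 and 10 false calls. The interaction with rat blocks found 4.5%, 67.2% and 97.0%. The simulated noise was independent between probesets and arrays, with no rat effect and no batch. It therefore cannot show what a rat block gains, or how many false calls variation shared by probesets gives. SAM found 61.2%, 97.0% and 100%, and 34.3%, 83.6% and 98.5%. A count in tumor therefore misses more changes of a given size than a count in contralateral brain.

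Alternatives set in advance were array weights, the floor at 58, a level filter (15475 probesets in contralateral brain and 15280 in tumor), cyclic loess within tissue, the blocks, the mean of the probesets of a gene, leaving out each rat, all 4 groups in 1 fit, ratios of linear means, camera with an estimated correlation, fry, SAM with and without the level filter, an FDR of 1%, at least 1.5-fold, 1 probeset per gene, limma with trend and robust variances, and the similarity on subsets of probesets. Added after the values were seen were the spike-in gap as a covariate, the spike-in batch as a block, the main axis score of the other tissue as a covariate, and fits within each spike-in batch. Some genes are not reported here. Regroupings of the rats used 100 of the 462 splits. Other tools were data.table 1.17.8, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.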

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

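The tests of the spike-in gap were chosen after the results were seen, and the other tests in this part were set before. Gbp2, Ccl2, Timp1 and Cxcl10 rose more in contralateral brain than in tumor (differences of log2 fold changes 4.74, 4.42, 4.13 and 3.85), and Trib3, Abcb1a, Areg and Inhbe had the higher log2 fold change in tumor (−2.18, −2.12, −1.80 and −1.64), together 8 of the 145 probesets that passed the interaction test. Of the probesets past limma 312 in contralateral brain and 71 in tumor have no gene symbol, and what they encode stays open.

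Single rats stood apart from their group. Rat 7 after MRT had the lowest correlation with its group in contralateral brain (gap of 0.775 of the range of the group) and in tumor (0.641), as did rat 3 in untreated contralateral brain (0.729). In MRT contralateral brain rat 7 was high for Slco1a4 (0.649), Prom1 (0.774) and Abcg2 (0.644), genes that fell. In untreated tumor rat 5 was high for Ccl3 (0.816), Angptl4 (0.726), Cxcl11 (0.861) and P2ry12 (0.711), and rat 1 was low for Prom1 (0.733). Among 68 groups tested 11 stood out, where about 1 in 20 would by chance, and all these genes are given with every rat included.

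Within the treatment groups a main axis of variation between rats ran through both tissues, with 47.2% of the residual variance in contralateral brain and 41.2% in tumor, and its scores correlated between the tissues at r = 0.84 (permutation p = 0.00088, n = 11 rats). Differences in RNA labelling may lie behind it: the 5′ minus 3′ difference of the labelling spike-ins, which split the contralateral arrays into 2 batches with a gap of 0.45 but overlap between these rats in tumor, correlated with the axis score of the other tissue at r = 0.77 in tumor (p = 0.0045, permutation; 0.024 adjusted over 21 relations) and 0.84 in contralateral brain. RNA integrity stays open beside it. The same difference of the Gapdh control followed the axis at r = 0.65 in contralateral brain and 0.88 in tumor (permutation p = 0.028 and 0.0032), and that of Actb at r = 0.57 and 0.95 (permutation p = 0.066 and 1e-05). The spike-in mean had r = 0.17 and −0.57 (permutation p = 0.60 and 0.069). Of the cell type lists 0 followed the axis in both tissues when adjusted, while neuronal markers did in contralateral brain (r = −0.81, adjusted p = 0.024) and neutrophil markers in tumor (r = 0.79, adjusted p = 0.023). With 11 rats a p above the threshold was too weak a bound to exclude either, and a batch that shifts the spike-in mean and the cell mix stay open. Both batches held untreated and MRT rats (2 and 3 in the flat, 3 and 3 in the steep one), and the mean spike-in difference was −1.15 in untreated and −1.06 in MRT contralateral brain (exact permutation p = 0.76) and −1.97 and −1.41 in tumor (exact permutation p = 0.24). With the spike-in gap as a covariate limma called 1585 probesets in contralateral brain and 249 in tumor, where 11 named genes and 5 lists lost their call, and with the batch as a block 1531 and 328.

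Fewer microglia could be the reason why P2ry12, Gpr34 and other microglia markers fell, or the same cells could have lowered these genes. Fewer cells would lower all markers alike and raise none: 0 of the 8 bright markers rose in contralateral brain, 7 fell, and they changed by −2.41 to −0.27, not by the same amount, so the test cannot tell. Of the 20 bright endothelial markers 1, Kdr, rose (0.44) while 10 fell, which fewer cells alone would not give. A single gene could rise in the cells that remain, so fewer endothelial cells as the cause of the 10 falls stay open.

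Fewer tumor cells in the punches could be the reason why mitosis genes fell in tumor. Replication genes of the same cells did not fall with them: the median of replication genes minus that of mitosis genes was 0.87 (permutation p = 1e-05 over genes, the smallest the test can give). That argues against fewer tumor cells as the whole cause. The genes are not independent (correlation between genes 0.746 for mitosis and 0.745 for replication genes), so this p is too small. Fewer tumor cells as part of the cause stay open. More normal brain in the punches is argued against, since none of the neuronal, astrocyte and oligodendrocyte marker lists rose as a set in tumor (lowest median −0.19).

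Regrouping the rats tested whether such counts arise in other groupings, which can still hold part of the treatment difference. In 100 splits the real split ranked 1 in contralateral brain (1272 probesets, highest other 4) and 1 for shared probesets (205, highest other 0). It ranked 2 in tumor (285) and 2 for the interaction (145): 1 other split called 3154 and 585, several times the real count, which points to a structure of the samples, and the next highest called 93 and 2. For the similarity of the tissues the real split ranked 1 by Pearson correlation (0.6168, highest other 0.6114), but 5 other splits were as large by Spearman correlation (0.4738, highest 0.5155) and 1 by covariance (0.0503, highest 0.0543). The split with the highest other Pearson and Spearman values kept 5 of the 6 MRT rats together, and 1 with 3 of them reached a Spearman correlation of 0.4901. Part of the correlation between tissues may come from the axis shared by the rats. Treatment left in such splits cannot be told apart from it.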

How the results depend on the processing

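Settings of the 5 added alternatives were chosen after seeing results. Counts of probesets past the test moved by more than 1.5-fold in these cases, where the lowest and highest counts over left-out rats stand together. Contralateral brain (1272): FDR 1% 732, array weights 2598, within the steep spike-in batch 251, without untreated rat 2 989 and without MRT rat 7 1986. Tumor (285): FDR 1% 101, SAM 609, SAM with level filter 434, all groups in one fit 611, array weights 1762, axis score of the other tissue as covariate 445, within the flat batch 0 (2 and 3 rats) and the steep batch 84, and leaving out 1 rat 134 (untreated rat 2) to 479 (MRT rat 7), beyond 1.5-fold for 7 of the 11. Both tissues (205): SAM 362, array weights 821, low-value floor 126, within the flat batch 0 and the steep batch 53, and 99 (without untreated rat 2) to 318 (without MRT rat 7). Interaction (145): array weights 561, and 68 (without MRT rat 6) to 261 (without MRT rat 7). Lists past the set test in tumor (28): 15 with an estimated correlation. No call turned direction. Calls of single genes and lists were followed under part of the alternatives. The fits within a batch, SAM, an FDR of 1%, at least 1.5-fold and 1 probeset per gene were left out. Of the named genes past the test 95 of 131 in contralateral brain and 29 of 61 in tumor passed under every alternative followed. So did 26 of 38 and 15 of 28 lists, and the cause was not tested.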

Differences from the paper's values

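No test in this part was chosen after seeing results except the settings said to be so. The tumor count was 285 (184 higher, 101 lower), where the paper gives 554 (344 and 210). Of the alternatives set before the data were examined, SAM (609, 373 and 236), SAM with level filter (434, 280 and 154), all groups in one fit (611, 339 and 272), leaving out MRT rat 7 (479, 297 and 182) and leaving out untreated rat 5 (464, 279 and 185) come near the paper's values (within 1.5-fold), and the others do not. Of the settings chosen after seeing the values, the axis score of the other tissue as covariate does (445), and it drops 184 of the 487 probesets the paper lists for tumor in the copy at hand.

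Shared probesets were 205 (149 higher, 56 lower) against 319 (227 and 92) in the paper. SAM (362, 251 and 111), all groups in one fit (294, 207 and 87) and leaving out MRT rat 7 (318, 215 and 103) come near all 3, and SAM with level filter (245 and 184) and leaving out untreated rat 5 (271 and 216) come near the total and the higher ones. The axis score of the other tissue as covariate, chosen after seeing the values, gives 279 (188 and 91), and the spike-in batch as a block, chosen likewise, 228 (159 and 69).

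The share of tumor probesets was 0.92%, where the paper gives 1.8%. SAM (1.96%), all groups in one fit (1.97%), leaving out MRT rat 7 (1.54%) and leaving out untreated rat 5 (1.49%) come near it, as does the axis score of the other tissue as covariate (1.43%), chosen after seeing the values. Level filter (1.62%) and one probe set per gene (1.53%) come near it because fewer probesets were tested (15280 and 13718), while their counts fell to 247 and 210. The ratio of the counts of normal brain and tumor was 4.46, where the paper gives 2.7. SAM (3.11), SAM with level filter (2.84), at least 1.5-fold (3.44), level filter (3.70) and leaving out untreated rat 5 (2.15) come near it, and the other alternatives set in advance do not. Of the settings chosen after seeing the values, the axis score of the other tissue as covariate (3.64) and the fit within the steep spike-in batch (2.99) do, the latter dropping 425 of the 487 probesets listed for tumor.

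For Trib3 the probeset 1370694_at gave a fold change of 4.28 (4.26 as ratio of linear means) where the paper shows about 3.2 in Fig. 4, read by eye. The other 2 probesets gave 3.13 and 4.30.

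Genes the paper calls that did not pass limma here were, in contralateral brain, Casp1, which SAM, all groups in one fit, array weights, one probe set per gene and leaving out MRT rat 7 call, as do 2 settings chosen after seeing the values (axis score of the other tissue as covariate, which drops 157 of the 1509 probesets listed for normal brain, and the fit within the flat spike-in batch, which drops 396). Prkcd is called by SAM with and without level filter, the other probeset of Prkch by SAM, and Cd36 on its brighter probeset by SAM, array weights, one probe set per gene and leaving out MRT rat 7. Gng2, Hmgb1, Il23a, Icos and the probeset standing for Prkch are called by no setting. In tumor the brighter Mars probeset is called by all groups in one fit, array weights and leaving out MRT rat 7, the dimmer by array weights, and Pttg1 by these 3 and by leaving out untreated rat 5. Tlr2, listed for tumor in Table S1, is called there by SAM with and without level filter, all groups in one fit, array weights and leaving out untreated rat 5.

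Counts given for tumor and contralateral tissues with Figure 3c stand the other way round than in Table S1 and in the rest of the text. Values here are compared with the assignment of Table S1.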

Other observations

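The tests described here were set before the results were seen, except those within the spike-in batches. Astrocytes showed little movement: in contralateral brain Gfap, the filament protein of reactive astrocytes, rose by 0.73 ± 0.19 (adjusted p = 0.049), with adjusted p = 0.019 without untreated rat 1 to 0.12 without untreated rat 5, lost for 7 of 11 rats and under 2 other alternatives (adjusted p up to 0.12), and Gjb6, the astrocyte gap junction protein connexin 30, fell at −0.63 ± 0.17 (adjusted p = 0.049), with adjusted p = 0.0002 without MRT rat 7 to 0.14 without untreated rat 1, lost for 10 of 11 rats and under 3 other alternatives (adjusted p up to 0.47), while the 12 astrocyte markers had no set call (camera adjusted p = 0.69 in contralateral brain and 0.50 in tumor). Oligodendrocyte precursor markers fell as a set in both tissues (medians −0.26 and −0.49, camera adjusted p = 0.029 and 0.021, or adjusted p = 0.15 and 0.077 with an estimated correlation). Leaving out 1 rat gave adjusted p = 0.013 without MRT rat 7 to 0.091 without MRT rat 8, lost for 2 of 11 rats and under 1 other alternative in contralateral brain and adjusted p = 0.051 without MRT rat 7 in tumor. Pdgfra, the PDGF receptor of precursors, fell in contralateral brain, at −0.67 ± 0.14 (adjusted p = 0.011), a call lost at adjusted p = 0.13 with all 4 groups in one fit, and read −0.49 ± 0.26 (adjusted p = 0.71) in tumor. Its mean was 13.22 in untreated tumor against 11.08 in untreated contralateral brain. Of the 5 precursor markers 2 stood higher and 1 lower in untreated tumor, so their source in tumor is not known.

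Mature oligodendrocyte markers gave no set call in contralateral brain (camera adjusted p = 0.61), nor did neuronal markers in tumor (adjusted p = 0.99), choroid plexus markers (adjusted p = 0.50 and 0.56) or erythroid markers (adjusted p = 0.56 and 0.60). Ttr, the transthyretin of choroid plexus, had a log2 signal of 13.25 ± 3.03 (SD, n = 5) in untreated and 14.05 ± 0.57 (SD, n = 6) in MRT contralateral brain, and Hbb, a hemoglobin chain of red cells, read −0.31 ± 0.70 (adjusted p = 0.94) and −0.49 ± 0.46 (adjusted p = 0.93). Reference genes had set tests of adjusted p = 0.16 and 0.64.

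In untreated rats mitosis genes stood higher in tumor than in contralateral brain, by a median of 4.25 on the log2 scale with 33 of 34 past the test, and after MRT by 3.00.

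Within the flat and the steep spike-in batch limma called 1763 and 251 probesets in contralateral brain and 0 and 84 in tumor. The 285 probesets called in tumor on all arrays had a median change of 1.02 in the called direction there, 1.01 in the flat and 1.05 in the steep batch. They were chosen on these same arrays, so this is no test of the change. The calls ended with 2 untreated and 3 MRT rats in the flat batch.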
